# Combined Targeting of Estrogen Receptor Alpha and Exportin 1 in Metastatic Breast Cancers

**DOI:** 10.3390/cancers12092397

**Published:** 2020-08-24

**Authors:** Eylem Kulkoyluoglu Cotul, Qianying Zuo, Ashlie Santaliz-Casiano, Ozan Berk Imir, Ayca Nazli Mogol, Elif Tunc, Kevin Duong, Jenna Kathryn Lee, Rithva Ramesh, Elijah Odukoya, Mrinali P. Kesavadas, Monika Ziogaite, Brandi Patrice Smith, Chengjian Mao, David J. Shapiro, Ben Ho Park, Benita S. Katzenellenbogen, Drew Daly, Evelyn Aranda, John D. O’Neill, Christopher Walker, Yosef Landesman, Zeynep Madak-Erdogan

**Keywords:** breast cancer, *ESR1* mutant models, combination therapies, metabolic rewiring, glutamine, tamoxifen, selinexor

## Abstract

The majority of breast cancer specific deaths in women with estrogen receptor positive (ER^+^) tumors occur due to metastases that are resistant to therapy. There is a critical need for novel therapeutic approaches to achieve tumor regression and/or maintain therapy responsiveness in metastatic ER^+^ tumors. The objective of this study was to elucidate the role of metabolic pathways that undermine therapy efficacy in ER^+^ breast cancers. Our previous studies identified Exportin 1 (XPO1), a nuclear export protein, as an important player in endocrine resistance progression and showed that combining selinexor (SEL), an FDA-approved XPO1 antagonist, synergized with endocrine agents and provided sustained tumor regression. In the current study, using a combination of transcriptomics, metabolomics and metabolic flux experiments, we identified certain mitochondrial pathways to be upregulated during endocrine resistance. When endocrine resistant cells were treated with single agents in media conditions that mimic a nutrient deprived tumor microenvironment, their glutamine dependence for continuation of mitochondrial respiration increased. The effect of glutamine was dependent on conversion of the glutamine to glutamate, and generation of NAD^+^. PGC1α, a key regulator of metabolism, was the main driver of the rewired metabolic phenotype. Remodeling metabolic pathways to regenerate new vulnerabilities in endocrine resistant breast tumors is novel, and our findings reveal a critical role that ERα-XPO1 crosstalk plays in reducing cancer recurrences. Combining SEL with current therapies used in clinical management of ER^+^ metastatic breast cancer shows promise for treating and keeping these cancers responsive to therapies in already metastasized patients.

## 1. Introduction

The nuclear hormone receptor, estrogen receptor alpha (ERα), is present in approximately 70% of both early and late stage human breast cancers (BCas) [1,2]. ERα is targeted by endocrine therapies, which are well tolerated and provide long-term disease free survival if patients have localized disease [1]. Unfortunately, 10–40% of patients with ER^+^ disease experience recurrence and metastasis within 20 years [3,4,5,6,7]. The recurrence of cancer in ER^-^ patients is higher in the first five years after the diagnosis, yet for ER^+^ patients there is a substantial long-term risk of death due to metastatic BCa even 20 years after the initial diagnosis [8]. The 5-year relative survival rate of patients with ER^+^ metastatic disease is 24%, almost none are cured, and each year nearly 28,000 women in the United States with recurrent ER^+^ metastatic tumors die [2,3,9].

Extended endocrine therapy combined with agents, such as cyclin dependent kinase (CDK) inhibitors or mammalian target of rapamycin (mTOR) inhibitors is the most current treatment option for ER^+^ metastatic cancer [2]. Yet therapy-resistance develops during the course of initial and subsequent treatment in almost all patients due to alterations of sequence or copy number for critical genes such as *ESR1*, *PIK3CA* or *CCND1*, signaling pathways such as HER2, PI3K or FGF signaling, and drug uptake and metabolism [5,10]. Thus, acquired therapy resistance remains a significant clinical problem that indicates a critical need for therapeutic approaches by which a sustained regression of ER^+^ metastatic tumors can be achieved. Identification of pathways that promote therapy resistance and metastasis provide an opportunity for developing more effective therapy regimens.

In our previously published studies, we identified a group of nuclear transport proteins, including XPO1, which are upregulated in tamoxifen resistant cell lines and tumors. XPO1 up-regulation caused nuclear export of factors that are required in the nucleus for ERα-dependent transcriptional responses [11,12]. We previously showed that XPO1 mRNA and protein expression are higher in Luminal B subtype of tumors, which are more refractory to endocrine treatments [11,13]. High *XPO1* mRNA expression is associated with a poor outcome in women who are treated with tamoxifen (TAM) [11]. In cells that are resistant to the active form of TAM, 4-hydroxy-tamoxifen (4-OHT), combined targeting of ERα and XPO1 prevented 4-OHT induced cell proliferation and anchorage independent growth [11], and induced autophagy [13]. In BT474 tumor xenografts, TAM stimulated tumor growth whereas SEL inhibited growth. However, tumors that regressed with SEL only treatment, came back within 3 weeks after treatments were stopped [11]. The combination of SEL and TAM not only caused a faster and more complete regression of tumors, but also the regression was sustained even a month after the administration of SEL and TAM was stopped. In our follow-up studies, we showed that XPO1 induced endocrine resistance by modulating PI3K/Akt signaling and increased survival of BCa cells by increasing mitochondrial and glycolytic respiration. Combined ERα and XPO1 targeting inhibited activation of cell survival mechanisms to provide sustained tumor regression [13]. However, we do not know if we can combine XPO1 inhibitors with other therapies currently used in the clinics for treatment of metastatic ER^+^ BCas.

In this study, we focused on ER^+^ tumors with *ESR1* mutations, which comprise about 30−40% of all patients with ER^+^ metastatic breast cancer (MBC). We elucidated the causes and mechanisms of therapy resistance by focusing on the role of metabolic changes in tumor cells to adapt to and survive in metastatic environments in the presence of treatments. We tested the therapeutic potential of combining XPO1 inhibitors with current clinical drugs to prevent therapy resistance during metastatic tumor treatment. Our studies validated XPO1 as a target, whose co-inhibition together with ERα would enhance the effectiveness of current therapies, by preventing metabolic adaptation and improved survival in metastatic organ sites during sequential therapies.

## 2. Results

### 2.1. Clinical Relevance of Combining XPO1 Inhibitors with Current Therapies in Metastatic ER^+^ Tumors: Impact on Metastasis Related Gene Expression and Therapy Resistant Cells

To assess viability of XPO1 as a therapeutic target in ER^+^ metastatic tumors, we utilized TCGA and METABRIC datasets and studied XPO1 mRNA expression with indicators of clinical outcome that help guide clinical decisions for management of metastatic ER^+^ tumors, e.g., PIK3CA, ESR1 and CCND1 expression. In both datasets, XPO1 mRNA level highly correlated with PIK3CA mRNA, supporting a potential XPO1 targeting in tumors with these clinically relevant genomic mutations found in 30−40% of ER^+^ metastatic tumors (Figure 1A). To examine pathways that might be affected by XPO1 and ER crosstalk in cells with ESR1 mutations, we performed a RNASeq experiment. To assess if single and combined treatments resulted in distinct gene expression patterns, we treated MCF7-ESR1^Y537S^ cells with 4-OHT, Fulv and Palb in the presence or absence of SEL. 

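Gene expression was measured by RNA-seq of poly(A) RNA in cells labelled MCF7-ESR1 Y537S, an ER+ breast cancer line whose ERα carries a mutation that keeps the receptor active without estrogen. Cells received vehicle (Veh), 1 µM 4-OHT, 1 µM Fulv (an ERα antagonist that lowers receptor protein), 1 µM Palb (an inhibitor of CDK4 and CDK6) or 100 nM SEL (an inhibitor of the nuclear export receptor XPO1), or SEL together with each of the other drugs. This gave 8 groups of 3 libraries, 24 libraries in all. The paper's results and legends and the labels' growth notes name this line, but its methods name BT474 cells for the RNA-seq, and the residue number in the labels' cell line tags rises from sample to sample. Of genes in the ERBB2 region, which is amplified in BT474 cells, ERBB2 had 179 to 187 CPM (normalized read counts per library) in Veh, GRB7 7.49 to 10.8 and STARD3 27.2 to 31.7. The paper gives 24 h of treatment. The sample labels give 24 h of treatment and RNA extraction after 48 h, except for Veh and 4-OHT, whose growth notes are the same and name no drug and no treatment time. The 4-OHT group was therefore identified only by its titles, its agent labels and the paper. Nothing in the paper's text or the labels states that the 3 libraries of a group came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.
The reads were aligned to GRCh37 by the authors and counted per gene over exons, on the strand of the library, with featureCounts 1.6.3. Reads that mapped to several places or overlapped several genes were not counted, so values of genes with near-identical copies are uncertain. The deposited counts cover 63677 genes, and 16283 genes passed the filter on low counts (filterByExpr in edgeR). Counts were normalized by TMM and all 8 groups were fitted in 1 model. A gene was called changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test together with a fold change above 1.5, the thresholds given in the paper's methods. On simulated counts, 93% of genes changed by 1 on the log2 scale between SEL and Veh were called. Simulated libraries of a group differed only at random, without the larger differences seen between some real libraries of a group.
Total counts per library ranged from 14859970 to 18549386 in Veh (median 15449277), from 16123750 to 18337663 with 4-OHT (median 16950080), from 17550352 to 19018125 with Fulv (median 18522590) and from 19209241 to 20510613 with Palb (median 20150347). They ranged from 17505833 to 20689154 with SEL (median 19503562), from 17070580 to 17945568 with 4-OHT+SEL (median 17623822), from 17622117 to 25985933 with Fulv+SEL (median 18804462) and from 15046053 to 18802246 with Palb+SEL (median 16769728). Mitochondrially encoded genes took 12.5% to 17.0% of the counts in 6 libraries, which were Fulv replicates 1 and 2, SEL replicate 3, 4-OHT+SEL replicate 1 and Palb+SEL replicates 2 and 3. In the other 18 libraries they took 5.37% to 8.67%. Veh and 4-OHT lay at the low end of that range, between 5.37% and 6.55%. The 6 libraries also differed in single nuclear genes: MIF, a cytokine, had 74.1 to 98.1 CPM in them and 20.9 to 33.9 in the others, and the ribosomal protein gene RPL39 had 5.33 to 10.8 CPM in them and 24.9 to 47.5 in the others. These 2 genes were picked after their values had been seen.

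**Figure D1:**
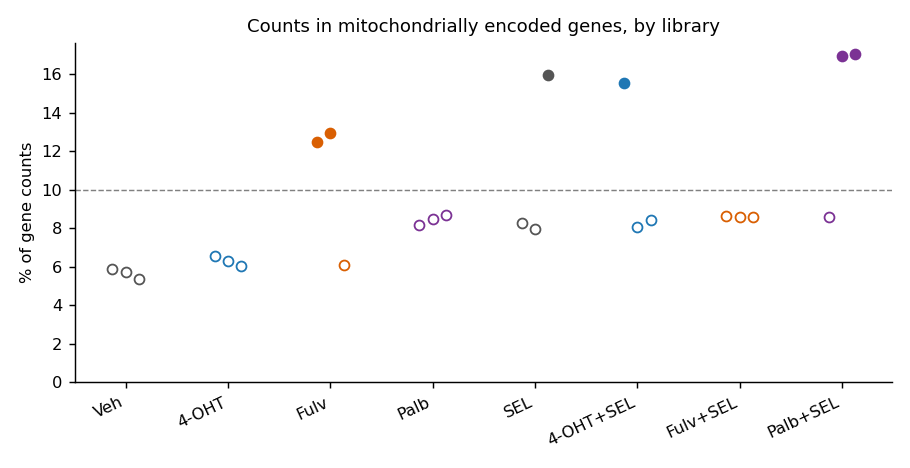
Share of each library's gene counts that fell in mitochondrially encoded genes (y axis, percent) by treatment group (x axis), 1 point per library and 3 per group. Filled points are the 6 libraries above 10% (dashed line), between 12.5% and 17.0%, and open points are the other 18.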

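SEL alone lowered genes of cell division and raised targets of p53. CENPA, the histone variant that marks centromeres, had 5.93 ± 0.516 CPM (SD, n = 3) with SEL and 57.3 ± 2.48 CPM (n = 3) with Veh, a log2 fold change of −3.27 (standard error 0.123, adjusted p = 7.96e-15 from edgeR's quasi-likelihood test). It lies on chromosome 2 of GRCh37 from 26987157 to 27023935. CDKN1A, which encodes the p53-induced inhibitor p21, had 1016 ± 138 CPM with SEL and 112 ± 34.1 CPM with Veh, a log2 fold change of 3.18 (standard error 0.161, adjusted p = 4.44e-13, edgeR). Of 31 genes of E2F and the cell cycle, 30 fell and none rose, among them CCNA2 (cyclin A2, log2 fold change −3.23) and BIRC5 (survivin, −3.08), and the count was the same when adjusted over the list alone. Of 24 p53 targets, 22 rose and none fell (22 and none when adjusted over the list alone). The transcript of the SEL target, XPO1, had 530 ± 64.7 CPM with SEL and 509 ± 35.2 CPM with Veh, a log2 fold change of 0.06 (adjusted p = 0.694, edgeR).
Each partner drug given alone also changed genes against Veh. With 4-OHT, the progesterone receptor gene PGR fell by 3.58 on the log2 scale (standard error 0.224, adjusted p = 2.18e-10, edgeR) and GREB1, a direct ERα target, fell by 2.64 (standard error 0.116). With Fulv, PGR fell by 3.80 and the transcription factor gene GATA4 fell by 6.21 (standard error 0.302), from 49.9 ± 12.3 CPM in Veh to 0.679 ± 0.274 CPM. With Palb, the mitotic kinesin gene KIF20A fell by 3.40 (standard error 0.172) and S100A7A, a calcium-binding protein of the S100 family, rose by 3.16 (standard error 0.236). CCND1, which encodes cyclin D1 and is an ERα target, had a log2 fold change of 1.35 with SEL, 1.13 with Palb, −0.70 with Fulv and −0.43 with 4-OHT, the last being below the fold threshold.
Against Veh, 4-OHT raised 536 genes and lowered 385, Fulv raised 1515 and lowered 1228, Palb raised 1936 and lowered 1349, and SEL raised 2579 and lowered 1898. Adding SEL to 4-OHT raised 2744 genes and lowered 2175 against 4-OHT alone, adding it to Fulv raised 2047 and lowered 1920 against Fulv alone, and adding it to Palb raised 1168 and lowered 1577 against Palb alone. In the 4 comparisons of SEL with its own control, which share no library, 405 genes rose in all 4 and 653 fell in all 4, where independent lists of these sizes would share 3.92 and 2.90. ACTA2, a smooth muscle actin, was among the former, with log2 fold changes between 3.36 and 4.07. Without the 6 libraries with a high mitochondrial share, an alternative chosen after the data were seen, the count for Fulv against Veh was 1356 in place of 2743. That fit leaves 1 Fulv library, assumed to vary like the other groups, against 3 Veh libraries.

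**Figure D2:**
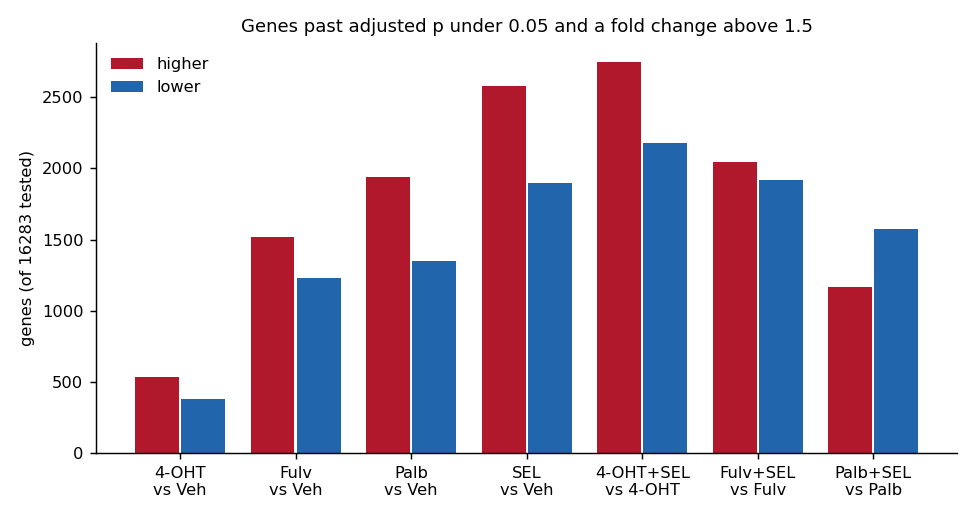
Number of genes higher (red) and lower (blue) at an adjusted p under 0.05 from edgeR and a fold change above 1.5 (y axis) in each of 7 comparisons of 3 libraries with 3 (x axis). The bars run from 385 genes lower with 4-OHT to 2744 genes higher when SEL was added to 4-OHT.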

Unsupervised hierarchical clustering of differentially expressed genes showed that combining single treatments with SEL changed gene expression profiles (Figure 1B, Three clusters). 

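The 24 libraries fell into groups with and without SEL along the first principal component of their log2 CPM. Libraries with SEL had PC1 scores between 24.0 and 108, and libraries without it had scores between −131 and −12.4. Mean PC1 scores were −123 ± 8.16 (SD, n = 3) for Veh, −76.5 ± 2.36 for 4-OHT, −41.2 ± 21.7 for Fulv and −15.8 ± 4.31 for Palb. They were 30.9 ± 8.17 for SEL, 54.4 ± 15.1 for Palb+SEL, 78.2 ± 7.00 for Fulv+SEL and 92.7 ± 16.3 for 4-OHT+SEL (n = 3 each). The second component set the groups with an ERα ligand apart from the rest, with mean scores of −68.0 for Fulv, −44.4 for Fulv+SEL, −42.4 for 4-OHT+SEL and −35.8 for 4-OHT. The groups without one had mean scores of 23.7 for Veh, 39.3 for Palb, 45.5 for SEL and 82.0 for Palb+SEL.
The third component separated libraries within groups. The 6 libraries with a high mitochondrial share had PC3 scores between −93.4 and −67.2, and the other 18 had scores between 0.0573 and 47.1. Fulv, SEL, 4-OHT+SEL and Palb+SEL had libraries on both sides. In the 6 libraries the processed pseudogene RAC1P2 had 10.3 to 13.5 CPM, against 0.943 to 2.45 in the others, and HSPE1, a mitochondrial chaperone, had 8.55 to 15.6 CPM against 34.7 to 88.8. These genes were picked after their values had been seen.
Components 1, 2 and 3 held 33.9%, 16.8% and 14.9% of the variance, 65.5% together, over the 16283 genes tested with each gene scaled to unit variance. Over the 9279 genes called against Veh they held 72.9%, and with every gene that had any count, 33249 genes, 41.2%. The paper used about 7000 genes.

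**Figure D3:**
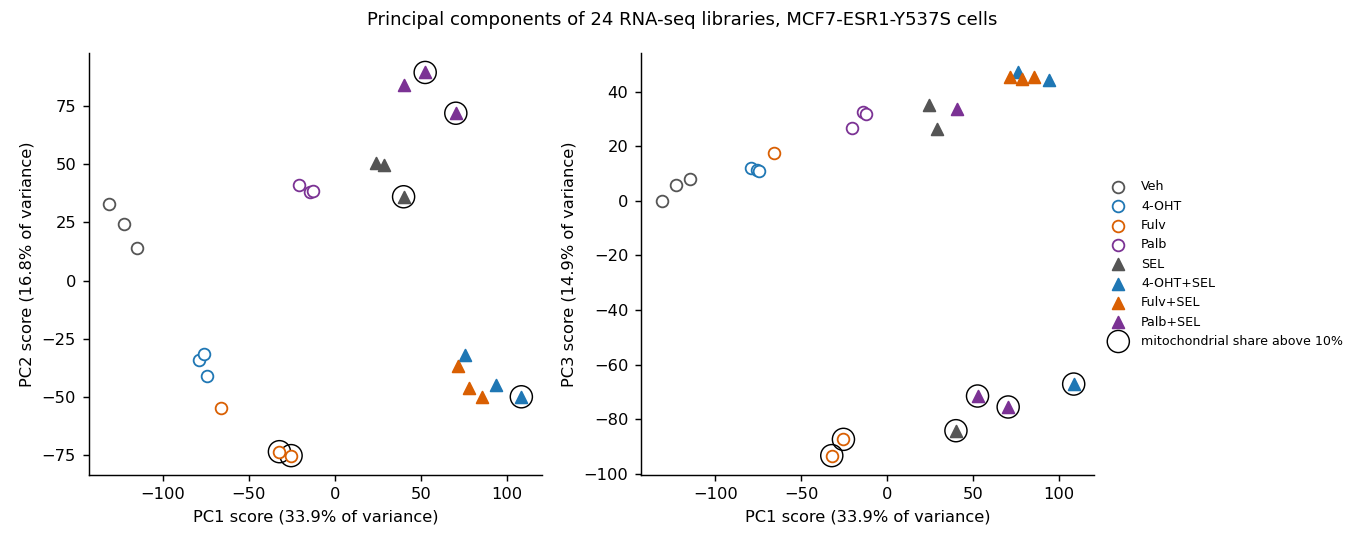
Scores of the 24 libraries on PC1 (x axes) against PC2 (left y axis) and PC3 (right y axis), in arbitrary units. Open circles are libraries without SEL, filled triangles libraries with SEL, colors give the partner drug (grey, none), and black rings mark the 6 libraries with a mitochondrial share above 10%, all at or below −67.2 on PC3.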

To visualize if individual treatments resulted in distinct gene expression features, principle component analysis (PCA) was performed, which revealed about 65% of variation due to components 1, 2 and 3 (Figure 1B, Lower right panel). 

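Genes of a breast cancer poor prognosis signature, many of them mitotic, fell when SEL was added to each partner drug. NDC80, a kinetochore protein, had 3.88 ± 1.15 CPM (SD, n = 3) with 4-OHT+SEL and 81.6 ± 3.78 CPM (n = 3) with 4-OHT, a log2 fold change of −4.40 (standard error 0.157, adjusted p = 6.60e-16 from edgeR). It fell by 4.14 on the log2 scale when SEL was added to Fulv (standard error 0.150) and by 5.10 when SEL was added to Palb (standard error 0.241). PRC1, a regulator of cytokinesis, fell by 3.58, 3.66 and 3.43 in the same comparisons. LPCAT1, an enzyme of phospholipid remodelling and the member with the highest CPM of those not called, had log2 fold changes of 0.02, −0.10 and −0.07.
Of the 23 measured members, 17 fell and 1 rose with 4-OHT+SEL against 4-OHT (18 and 1 when adjusted over the list alone). With Fulv+SEL against Fulv 15 fell and none rose, and with Palb+SEL against Palb 14 fell and none rose (15 and 14 when adjusted over the list alone). The median log2 fold changes were −1.66, −1.31 and −1.32 (adjusted p = 1.10e-14, 6.17e-15 and 7.92e-17 from the cameraPR test of limma over 19 lists fixed before the data were examined). All 3 calls held with an estimated correlation.
A list of 23 invasion and mesenchymal genes moved the other way when SEL was added to 4-OHT or Palb. It rose with 4-OHT+SEL against 4-OHT (median log2 fold change 0.46, adjusted p = 0.00677, cameraPR), where 10 members rose and none fell (11 and none when adjusted over the list alone). It also rose with Palb+SEL against Palb (median 0.40, adjusted p = 0.00751), where 7 rose and none fell (7 and none when adjusted over the list alone). Both calls held with an estimated correlation, but for this list the estimate was 0.0095, no stricter than the preset 0.01. With Fulv+SEL against Fulv 9 members rose and 1 fell (9 and 1 when adjusted over the list alone), with a median of 0.28 (adjusted p = 0.121). S100A4, a calcium-binding protein linked to cell motility, rose from 21.2 ± 3.26 to 83.3 ± 27.8 CPM when SEL was added to 4-OHT, a log2 fold change of 1.97 (standard error 0.241, adjusted p = 4.14e-07, edgeR), and by 1.83 (standard error 0.241) when it was added to Fulv. SERPINE1, an inhibitor of plasminogen activation, rose by 2.47 (standard error 0.276) when SEL was added to Palb, and TGFB2, a growth factor of the TGF-β family, by 1.96 (standard error 0.512). TGFB2 also rose by 1.91 (standard error 0.514) when SEL was added to 4-OHT.
Of 21 epithelial genes, 5 rose and none fell with 4-OHT+SEL against 4-OHT (5 and none when adjusted over the list alone; median log2 fold change 0.34, adjusted p = 0.00572), among them KRT19, a keratin (log2 fold change 1.14), and ELF3, an epithelial transcription factor (1.05). CDH1, which encodes E-cadherin, had a log2 fold change of 0.24 (adjusted p = 0.0270, edgeR), below the fold threshold. With Palb+SEL against Palb no member was called, with edgeR or when adjusted over the list alone (median 0.13, adjusted p = 0.232). With Fulv+SEL against Fulv 4 rose and none fell (4 and 1 when adjusted over the list alone; median 0.31, adjusted p = 0.0756), and the list passed without Fulv+SEL replicate 3 (median 0.30, adjusted p = 0.0470). Fulv replicates 1 and 2 hold a high mitochondrial share. Without the 6 such libraries, an alternative added after the data were seen that leaves 1 Fulv library, assumed to vary like the other groups, the invasion list (median 0.33, adjusted p = 0.0387) and the epithelial list (median 0.24, adjusted p = 0.00810) both passed with Fulv+SEL against Fulv.

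**Figure D4:**
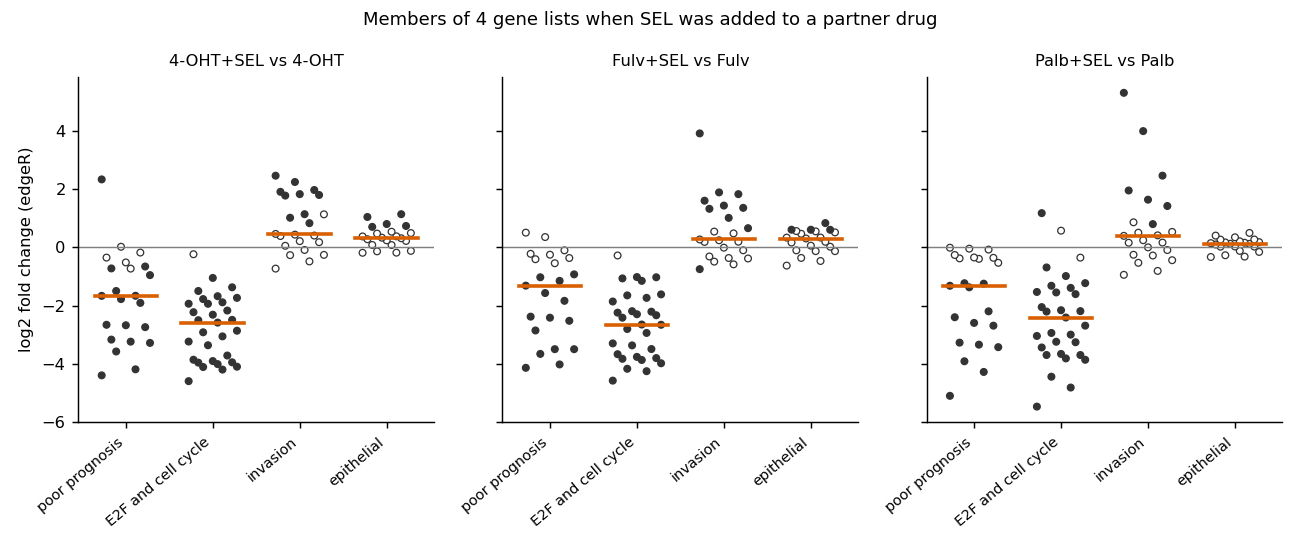
Log2 fold change from edgeR (y axis) of each measured member of 4 gene lists (x axis) when SEL was added to 4-OHT, Fulv or Palb, 3 libraries against 3 in each panel. Filled points passed an adjusted p under 0.05 and a fold change above 1.5, open points did not, and orange bars are medians, which for the poor prognosis list are −1.66, −1.31 and −1.32.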

For all, co-treatment with SEL decreased genes associated with metastasis (Figure 1C). To test clinical utility of targeting XPO1 in endocrine resistant cells with high PIK3CA activity, we utilized a panel of cell lines with PIK3CA mutations (MCF7 cells and therapy-resistant derivatives) or high PIK3CA activity (BT474 cells) and tested combination of SEL with 4-OHT (active metabolite of tamoxifen), Fulv and Palb. In all the resistant cell lines tested, combining SEL with 4-OHT and Fulv resulted in synergistic reduction in cell viability compared to single agents (Figure 1D and Figure S1). SEL and Palb combination also resulted in reduced cell viability, even though the synergism was not observed in all of the cells line. (Figures S1 and S2).

Since our gene expression analysis showed that SEL synergized with currently used MBC therapies in clinic, we studied the impact of these combinations in various endocrine-responsive and -resistant BCa cell lines in hydrogels mimicking human tissue extracellular matrices from liver, bone and lung, the most common metastatic sites for ER^+^ tumors. 

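The effect of SEL with a partner drug differed from its effect without one for genes of cell division, estrogen response and amino acid stress. RRM2, a subunit of ribonucleotide reductase, fell by 1.82 more on the log2 scale when SEL was added to 4-OHT than when it was added to Veh (standard error 0.229, adjusted p = 3.16e-05 from the interaction term in edgeR, n = 3 per group). It had 16.1 ± 4.03 CPM (SD) with 4-OHT+SEL and 276 ± 4.11 CPM with 4-OHT. MCM10, a replication initiation factor, had an interaction of −1.56 with 4-OHT (standard error 0.202), −1.56 with Fulv and −3.67 with Palb (standard error 0.315, adjusted p = 1.08e-07, edgeR), where it had 0.416 ± 0.123 CPM with Palb+SEL and 19.1 ± 1.33 CPM with Palb. MYB, an ERα target that promotes proliferation, had −1.87 with 4-OHT and −2.28 with Fulv. RET, an ERα-regulated receptor tyrosine kinase, had −1.27 with Fulv and −1.69 with Palb.
The E2F and cell cycle list was lower than the separate effects add up to with 4-OHT (median interaction −0.92, 20 of 31 members lower and none higher, 22 and none when adjusted over the list alone, adjusted p = 2.10e-36, cameraPR) and with Fulv (median −0.79, 19 lower and none higher, 20 and none when adjusted over the list alone, adjusted p = 2.45e-18), and both calls held with an estimated correlation. With Palb its median interaction was −0.61, with 14 lower and 4 higher (15 and 4 when adjusted over the list alone, adjusted p = 0.00632; adjusted p = 0.499 with an estimated correlation). The estrogen response list was lower than the separate effects add up to with all 3 partner drugs, with median interactions of −0.36 (9 of 32 lower and none higher, 12 and none when adjusted over the list alone), −0.58 (12 lower and 1 higher, 14 and 1 when adjusted over the list alone) and −0.67 (17 lower and 1 higher, with the same count when adjusted over the list alone). Their adjusted p-values were 8.02e-09, 2.05e-08 and 3.27e-08 in the order 4-OHT, Fulv and Palb, and these calls held with an estimated correlation. With SEL alone the list rose against Veh (median 0.58). When SEL was added to 4-OHT, Fulv or Palb its medians were −0.12, −0.10 and −0.10 (adjusted p = 0.956, 0.444 and 0.197, cameraPR). The interactions thus rest on a rise with SEL alone that was not seen with a partner drug. With Palb+SEL the list stayed above Veh (median 0.69).
For the amino acid deprivation response list the decreases with Palb and with SEL did not add up. Its median was −0.54 with Palb and −0.54 with Palb+SEL against Veh (adjusted p = 8.98e-09 and 2.95e-05, cameraPR; adjusted p = 0.0173 and 0.0764 with an estimated correlation), and the median interaction was 0.74 (21 of 36 members higher and 1 lower, with the same count when adjusted over the list alone, adjusted p = 3.10e-10). ATF3, a stress-induced transcription factor, had an interaction of 1.74 (standard error 0.244) and SLC7A11, the cystine transporter, 2.02 (standard error 0.425). Interferon response genes had a negative median interaction with Palb (−0.70, 10 of 22 lower and none higher, 12 and none when adjusted over the list alone, adjusted p = 3.69e-06), among them OAS1, a sensor of double-stranded RNA (−2.23, standard error 0.237). The interaction calls of these 2 lists also held with an estimated correlation. Against Veh, the interferon list had medians of 0.74 with Palb, 0.27 with SEL and 0.46 with Palb+SEL (adjusted p = 2.07e-07, 0.152 and 0.145, cameraPR).
In all, 151 genes were higher and 382 lower than the separate effects add up to with 4-OHT, 232 higher and 694 lower with Fulv, and 892 higher and 1864 lower with Palb, on the log2 scale. The Fulv count of 926 rested on single libraries, with 541 genes without Fulv replicate 1, 556 without Fulv replicate 2, 2473 without Fulv replicate 3, 559 without SEL replicate 3 and 583 without Veh replicate 3, and it was 432 without the 6 libraries with a high mitochondrial share, a setting chosen after the data were seen that leaves 1 Fulv library, assumed to vary like the other groups. From the gene expression of the combined treatments, the paper states that SEL acts in synergy with these therapies and goes on to test the combinations in cell lines grown in tissue-derived hydrogels. Separately, from viability assays, it reports synergy of SEL with 4-OHT and Fulv in the resistant lines tested. For Palb it reports lower viability, with synergy in only some lines. The interactions here concern RNA and do not measure viability.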

To show that tissue-specific ECMs mimic human tissues and are a relevant for metastatic site-specific tumor models, we performed scanning electron microscopy (SEM) analysis, which showed that these ECMs have similar physical architecture and biophysical properties as the actual human tissues (Figure 1E,F). Since RNASeq analysis of MCF7-ESR1^Y537S^ cells grown on different tissue-specific ECM hydrogels showed that growth of cells on these matrices activated similar metastatic gene programs that were inhibited by SEL combination treatments as in Figure 1C, we performed colony formation assays. Combining 4-OHT, Fulv or Palb with SEL prevented colony formation of MCF7-ESR1^Y537S^ (Figure 1G,H) and T47D-ESR1^Y537S^, T47D-ESR1^D538G^, HCC1500, T47D-Parental and MCF7 parental cells grown on different tissue-specific extracellular matrix hydrogels (Figure S3).

### 2.2. Combination of SEL with Tamoxifen Inhibits Tumor Growth and Recurrence In Vivo

To validate our results in vivo, we generated xenograft tumors using MCF7-ESR1^Y537S^ cells. Tumor cells with ESR1^Y537S^ are differentially found in metastatic tumors and these models enabled us to test the utility of various SEL combinations in a model that mimics already metastasized tumors. TAM + SEL combination was very effective in reducing tumor size and maintaining tumor response even after the therapy was stopped (Figure 2A), with SEL at 5 mg/kg/mice, a concentration that does not affect animal weight (Figure 2B). The 10 mg/kg SEL and TAM + 10 mg/kg SEL treatment was more effective in terms of tumor regression, however, in these animals food intake and total body weight were lower. This response was similar to what we observed before in BT474 cells, tumors that initially regressed while on SEL only came back within 3 weeks after the treatment was stopped [11]. Histological analysis of the tumors showed that the tumors maintained ERα and XPO1 expression. Of note, XPO1 and ERα expression were lost in the only tumor that we could detect in the TAM + 5 mg/kg SEL group after we stopped treatment, explaining recurrence in this particular tumor (Figure 2C). Unexpectedly, Fulv or Palb combinations did not reduce tumor size at the concentrations used (Figure 2D,E). Overall, our results validated the feasibility of combining SEL with TAM to treat already metastasized ER^+^ tumors.

### 2.3. Single Agent Treatments and Growth on Metastatic Organ Sites Rewire Metabolic Pathways to Enhance Survival of BCa Cells

Since tumors that were treated with SEL did not maintain tumor regression, we further characterized this treatment to understand survival pathways that are activated in the presence of single agent treatments. To identify potential survival pathway that might be activated with SEL alone treatment, we compared gene sets that were differentially activated or repressed with SEL treatment. We found that SEL treatment resulted in regulation of several metabolic genes, which are related to amino acid metabolism and more specifically glutamine deprivation and metabolism programs (Figure 3A). 

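With SEL alone, genes of the amino acid deprivation response fell. SLC7A11, which imports cystine in exchange for glutamate, had 11.4 ± 1.84 CPM (SD, n = 3) with SEL and 79.5 ± 24.8 CPM (n = 3) with Veh, a log2 fold change of −2.80 (standard error 0.312, adjusted p = 1.45e-07 from edgeR). PHGDH, the first enzyme of serine synthesis, fell from 214 ± 16.6 to 59.9 ± 11.6 CPM (log2 fold change −1.84, standard error 0.122, adjusted p = 3.70e-11, edgeR). ASNS, which makes asparagine from aspartate and glutamine, fell by 1.46 on the log2 scale (standard error 0.187), and AARS1, an alanyl-tRNA synthetase, had a log2 fold change of −0.56, below the fold threshold (−0.60 and past it without SEL replicate 3). Of the 36 members, 18 fell and 2 rose (18 and 2 when adjusted over the list alone), with a median of −0.61 (adjusted p = 3.24e-08, cameraPR), and the call held with an estimated correlation. The fall was not particular to SEL. Against Veh the list had medians of −0.32 with 4-OHT, −0.43 with Fulv and −0.54 with Palb. Their adjusted p-values were 1.70e-07, 2.22e-07 and 8.98e-09 (cameraPR), and 0.0435, 0.0563 and 0.0173 with an estimated correlation.
Genes of glutamine, glutamate and aspartate metabolism went both ways. GAD1, which decarboxylates glutamate, rose from 9.94 ± 0.664 to 43.5 ± 4.14 CPM (log2 fold change 2.13, standard error 0.122, adjusted p = 3.32e-12, edgeR). PRODH, the first enzyme of proline breakdown to glutamate, rose by 2.08 (standard error 0.243) and GLS2, the liver-type glutaminase and a p53 target, by 1.53 (standard error 0.150). The kidney-type glutaminase gene GLS had a log2 fold change of −0.28 (standard error 0.178, adjusted p = 0.202, edgeR) and MDH1, cytosolic malate dehydrogenase, of −0.09 (standard error 0.238, adjusted p = 0.779, edgeR; 0.15 without SEL replicate 3). Of the 35 members, 7 rose and 7 fell (7 and 7 when adjusted over the list alone), and the list did not pass (median −0.22, adjusted p = 0.0789, cameraPR).
Lists of 2 mitochondrial pathways had medians slightly below 0, while mitochondrially encoded genes took 7.98% to 16.0% of the counts with SEL and 5.37% to 5.88% with Veh. Of 34 genes of pyruvate metabolism and the TCA cycle, 6 fell and 2 rose (6 and 2 when adjusted over the list alone), with a median log2 fold change of −0.11 (adjusted p = 0.0292, cameraPR; adjusted p = 0.0857 with an estimated correlation). PDK4, a kinase that turns off pyruvate dehydrogenase, rose by 2.19 (standard error 0.187), while the malic enzyme gene ME1 fell by 1.18 (standard error 0.138) and PC, which encodes pyruvate carboxylase, by 0.95 (standard error 0.113). Of 40 genes of oxidative phosphorylation, 4 fell and none rose (4 and none when adjusted over the list alone), with a median of −0.23 (adjusted p = 0.00782; adjusted p = 0.498 with an estimated correlation). CYC1, a subunit of complex III, fell by 0.64 (standard error 0.0998; −0.58, below the fold threshold, without SEL replicate 3). This list lost its call without SEL replicate 3 (median −0.19, adjusted p = 0.0554), 1 of the 6 libraries with a high mitochondrial share. Of the 21 glycolysis genes 2 fell and 1 rose (2 and 1 when adjusted over the list alone), with a median of −0.15 (adjusted p = 0.173).

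**Figure D5:**
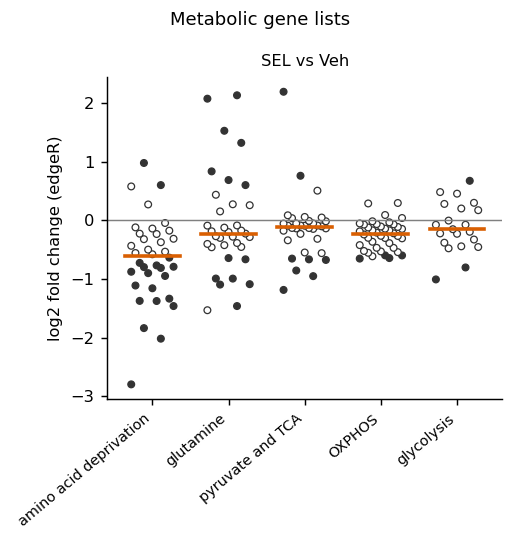
Log2 fold change from edgeR of SEL against Veh, 3 libraries each (y axis), for each measured member of 5 metabolic gene lists (x axis). Filled points passed an adjusted p under 0.05 and a fold change above 1.5, open points did not, and orange bars are medians, from −0.61 for amino acid deprivation to −0.11 for pyruvate and TCA.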

To validate if this effect was due to glutamine with only SEL treatment, we grew various cell lines using media that contained only indicated amino acids. For all three endocrine resistant cell lines, MCF7-ESR1^Y537S^, MCF7-ESR1^D538G^ and BT474 cells, but not parental MCF7 cell, glutamine supplementation increased cell viability in the presence of SEL. Of note, different cell lines had increased cell viability with different single treatments potentially pointing out other mechanisms for tumor cell survival in the presence of different single agents (Figure 3B). Combining SEL with the various agents (4OHT, Fulv or Palb) resulted in inhibition of increased viability in minimal media with glutamine (Figure 3C). We validated the survival phenotype with SEL only with glutamine but not with low or high glucose or full media (Figure 3D). Glutamine only media also increased cell viability in MCF7-ESR1^Y537S^ cells (Figure S4A), as well as other conditions compared to Veh condition. Thus, to study the mechanism of SEL induced cell viability we focused on BT474 cells. In this cell line, glutamine- and SEL-increased cell viability was blocked by BPTES and CB836, showing dependence of this process on glutamine uptake and conversion into glutamate (Figure 3E).

Next, to study the fate of different fuels, glutamine or glucose, in the presence of complete or minimal media conditions (no serum added) and different treatments, we performed flux experiments using C_13_-labelled glutamine or glucose in BT474 cells. C_13_ incorporation into the cells increased in the presence of SEL when cells were grown in minimal media conditions with no serum. We did not replicate this effect with any of the other conditions (Figure 4A). We then monitored mitochondrial fuel dependency of the cells when we treated them with SEL only (Figure 4B). This analysis showed that there was an increase in dependence on glutamine, but not glucose or free fatty acids, for the maintenance of mitochondrial respiration, as evidenced by increased capacity in the presence of glutamine when the cells were treated with SEL (Figure 4B). Overall metabolomics analysis showed that metabolites that are in aspartate and glutamate metabolism pathways are among the most enriched metabolites with SEL only treatment (Figure 4C,D). Relative abundance of aspartate (Figure 4E) was significantly upregulated in the presence of SEL, and this increase was because of shunting of glutamine to aspartate synthesis as evidenced by increased C_13_ incorporation into aspartate (Figure 4F). Of note, we did not detect any aspartate labeling in Veh condition without serum. This pathway was previously reported to sustain NAD^+^ levels in cancer cells with mitochondrial defects (Figure 4G) [14,15,16]. To identify if supplementation with SEL increased production of metabolites, which were previously shown to be dependent on glutamine [17], we monitored NAD^+^/NADH ration, NADP^+^/NADPH ratio, reactive oxygen species and glutathione production (Figure 4H and Figure S4). We found that the increase in NAD^+^/NADH ratio was highest in cells that are grown in minimal media conditions supplemented with glutamine and SEL (Figure 4H and Figure S4B). In minimal media supplemented with glutamine, SEL-dependent cell viability was blocked by knock-down of MDH1 (Figure 4I), suggesting that glutamine is shunted to replenish NAD^+^ in a MDH1-dependent manner and increased cell survival under limited nutrient conditions or deregulated metabolic conditions in the tumor microenvironment.

### 2.4. PGC1α Drives the Metabolic Rewiring in Response to Metastatic Niche and Therapies

Our RNA-Seq analysis showed that PPARGC1A (PGC1α) mRNA [13], (Figure 5A) was induced by SEL treatment in endocrine resistant cell lines and protein expression of PGC1α was also increased (Figure 5B). 

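PPARGC1A, the coactivator of mitochondrial biogenesis, was low in all groups and higher with SEL in 3 of 4 backgrounds. It had 0.639 ± 0.0147 CPM (SD, n = 3) with SEL and 0.143 ± 0.0170 CPM (n = 3) with Veh, a log2 fold change of 2.10 (standard error 0.511, adjusted p = 0.00172 from edgeR). Adding SEL to 4-OHT raised it by 1.79 (standard error 0.544, adjusted p = 0.00837, edgeR) and adding SEL to Fulv by 2.32 (standard error 0.681, adjusted p = 0.00797, edgeR). Palb without SEL raised it to 1.06 ± 0.0771 CPM (n = 3), a log2 fold change of 2.82 against Veh (standard error 0.467, adjusted p = 4.52e-05, edgeR). With Palb+SEL it had 1.27 ± 0.462 CPM (n = 3), a log2 fold change of 0.26 against Palb (standard error 0.311, adjusted p = 0.553, edgeR). The gene lies on chromosome 4 of GRCh37 from 23756664 to 23905712.
These values rest on few reads. The 3 SEL libraries held 37 reads of PPARGC1A and the 3 Veh libraries 7, a ratio of 4.43 after scaling (95% confidence interval 1.95 to 11.8, counting error only). Totals were 25 reads with 4-OHT+SEL and 7 with 4-OHT (ratio 3.57, 1.50 to 9.78), 20 with Fulv+SEL and 3 with Fulv (5.50, 1.63 to 28.9), and 60 with Palb+SEL and 64 with Palb (95% interval of the ratio 0.826 to 1.73). Every library with SEL lay above every control library in the first 3 comparisons and every Palb library above every Veh library (two-sided exact permutation p = 0.1 each, the smallest that 3 against 3 allow), and the Palb+SEL libraries overlapped the Palb libraries (p = 0.6, exact permutation test). The effect of SEL was 1.84 lower on the log2 scale with Palb than with Veh (interaction −1.84, standard error 0.609, adjusted p = 0.0281, edgeR). This call was lost without Palb+SEL replicate 1 (−1.59), SEL replicate 1 (−1.82), Veh replicate 2 (−1.78) or Veh replicate 3 (−1.81), and with no filter on low counts (−1.90, adjusted p = 0.0530, edgeR). Over the 4 backgrounds together, the mean log2 difference with SEL was 1.17 (stratified permutation test over 24 libraries, two-sided p = 0.00011).
Without 4-OHT replicate 1, the value for SEL added to 4-OHT was 1.24 (adjusted p = 0.0596, edgeR), and without Palb+SEL replicate 2 that for SEL added to Palb was −0.06. Without the 6 libraries with a high mitochondrial share, a setting added after the data were seen, SEL added to Fulv gave 1.48 (adjusted p = 0.184, edgeR) and SEL added to Palb gave −0.38 (adjusted p = 0.598, edgeR), with 1 Fulv and 1 Palb+SEL library left, each assumed to vary like the other groups.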

PGC-1α is a major regulator of mitochondrial biogenesis, and overexpression of this protein was implicated in regulation of glutamine metabolism [18] and resistance to metabolic drugs [19]. Therefore, we hypothesized that this protein might be involved in the metabolic rewiring and different outcomes we observed with different treatments. Endocrine resistant cell lines had higher PGC1α expression compared to parental cells (Figure 5C), consistent with higher mitochondrial and glycolytic respiration in these cell lines compared to endocrine sensitive cell lines (Figure 5D). Small molecule inhibitor of PGC1α dose-dependently inhibited therapy-resistant cell growth (Figure 5E and Figure S5A,B). Small molecule activator of PGC1α, ZLN005 increased therapy resistant cell line viability with 4-OHT (T) at low dose, which was blocked by SEL combination (S) (Figure 5F). At this dose, ZLN005 also potentiated agonistic activity of Fulv (F) and Palb (P) in different therapy resistant cell lines (Figure 5G and Figure S5A,B). Knockdown of PGC1α prevented SEL-induced growth of BT474 cells in glutamine containing media (Figure 5H).

Growing MCF7-ESR1^Y537S^ cells and other endocrine resistant cell lines on an extracellular matrix from the bone, liver or lung tissue (major sites for BCa metastasis) resulted in an increase in both glycolytic and mitochondrial activity, suggesting metastatic site-specific metabolic rewiring taking place when cells are adapting to new microenvironments (Figure 6A). Treatment of cells with 4-OHT + SEL combination resulted in a reduction in metabolic energetics of the cells (Figure 6B). RNA-Seq analysis also showed that when we combined 4-OHT and SEL the expression of targets of PGC1α was reduced (Figure S5C). 

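Targets of PGC1α went both ways with 4-OHT+SEL. Against Veh, LONP1, a mitochondrial protease, fell from 122 ± 6.15 (SD, n = 3) to 41.9 ± 5.15 CPM (n = 3), a log2 fold change of −1.55 (standard error 0.0990, adjusted p = 6.35e-12 from edgeR). CYCS, which encodes cytochrome c, fell by 1.52 on the log2 scale (standard error 0.197) and the mitochondrial chaperone gene HSPD1 by 1.48 (standard error 0.0905). PDK4 rose from 1.33 ± 0.210 to 13.3 ± 1.42 CPM (log2 fold change 3.30, standard error 0.178). COX4I1, a subunit of complex IV, had a log2 fold change of −0.26, below the fold threshold.
Of the 38 listed targets, 12 fell and 4 rose with 4-OHT+SEL against Veh (12 and 4 when adjusted over the list alone). The list as a whole did not pass (median −0.24, adjusted p = 0.0894, cameraPR), nor with an estimated correlation (adjusted p = 0.305). Against 4-OHT 7 fell and 3 rose (7 and 3 when adjusted over the list alone; median −0.15, adjusted p = 0.115), with SLC25A5, the ADP/ATP carrier of the inner membrane, lower by a log2 fold change of −1.23 and UCP2, an uncoupling protein, higher by 1.22. Against SEL alone the median was −0.02 (adjusted p = 0.850). The list had a median of −0.24 with SEL alone against Veh (8 fell and 2 rose, 8 and 2 when adjusted over the list alone; adjusted p = 0.0305, and adjusted p = 0.245 with an estimated correlation), a call lost without SEL replicate 3 (median −0.21, adjusted p = 0.0554), and of −0.11 with 4-OHT alone (1 rose and none fell, 1 and none when adjusted over the list alone; adjusted p = 0.325). Of the 40 oxidative phosphorylation genes, 8 fell and none rose with 4-OHT+SEL against Veh (median −0.32, adjusted p = 0.0127; adjusted p = 0.440 with an estimated correlation), a call lost without 4-OHT+SEL replicate 1 (median −0.21, adjusted p = 0.0612), which is 1 of the 6 libraries with a high mitochondrial share.
The targets were listed from textbook knowledge before the data were examined, after the heat map of Figure S5C had been seen but without reading genes from it. The list passed against Veh without a filter on low counts (adjusted p = 0.00545) and, in a setting added after the data were seen, without those 6 libraries (median −0.26, adjusted p = 0.0343).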

Our results showed that treatment with single agents, or growth in tissue-specific ECM hydrogels mimicking metastatic tissues affected metabolic phenotype of BCa cells and inhibiting PGC1α or co-targeting ERα and XPO1 reduced this effect of extracellular matrix. This data emphasizes the therapeutic potential of these combinations in reducing metastatic tumor growth and adaptation to stress conditions and preventing therapy resistance in already metastasized tumors (Figure 6C).

## 3. Discussion

In this study, we elucidated the causes and mechanisms of therapy resistance by focusing on the role of metabolic changes in tumor cells enabling them to adapt to and survive in metastatic niches. We tested therapeutic potential of combining XPO1 inhibitors with currently utilized clinical drugs to prevent therapy resistance during metastatic tumor treatment. We found that single therapies activated multiple metabolic adaptations, one of which involved utilization of glutamine to replenish NAD^+^. Our analysis identified PGC1α dependent metabolic changes as a mechanism to adapt to metastatic sites and reduce the effectiveness of therapies.

Our studies established XPO1 as a target, whose inhibition would enhance the effectiveness of current therapies, by preventing metabolic adaptation and improved survival in metastatic organ sites during sequential therapies. Resistance to therapies is a significant concern for metastatic breast cancer patients. The majority of current research efforts in the therapy resistance field are focused on a delineation of the underlying mechanisms that lead to increased activity of selective signaling pathways. Undoubtedly, interrogating and targeting the end-point kinases in tumors is highly relevant and these studies led to the development of combination therapies involving PI3K inhibitors or mTOR pathway inhibitors together with endocrine agents. However, resistance to these combination therapies also occurs, and in such cases, the cancer that develops is considerably more aggressive due to hyperactivation of compensatory mitogenic signaling pathways [20]. Moreover, these kinase inhibitors have many adverse side effects. Additionally, *ESR1* mutations that decrease sensitivity of the receptor to endocrine therapies were identified in about 15–40% of the metastatic, but not primary tumors. *PIK3CA* mutations are found in about 30−40% of tumors. Our proposed approach might offer an alternative treatment strategy to prevent emergence of these adaptive strategies for cancer cells and therapy resistance, which is a significant clinical challenge currently.

We used tissue-specific ECM hydrogels to characterize MBC cell phenotypes and responses to drugs. These hydrogels are obtained from decellularized porcine tissue, and composition is characterized by mass spectrometry and quantitative biochemical and biophysical assays and have been shown to contain tissue characteristic extracellular matrix proteins as well as growth factors [21,22]. Scanning electron microscopy analysis of decellularized tissues revealed structural similarity and rheometry analysis showed similarities in the biophysical properties of the hydrogels to actual human tissues. Stiffness is a critical regulator of cancer cell phenotype [23]. A key consideration about the mechanical stiffness, i.e., resistance to deformation, of cell culture substrates is accounting for the enormously broad range of stiffness that is commonly applicable to in-vitro cell culture systems. Substrate stiffness typically range from quite stiff (e.g., tissue culture plastic/polystyrene: approximately 1GPa) to quite soft (e.g., hydrogels: approximately 1–10 kPa). The stiffness of most soft, healthy tissues in the human body, including liver and lung, range from 1–10 kPa [24]. The stiffness of tissue culture plastic and glass range from 1-3GPa-approximately six orders of magnitude, or one million times, stiffer than soft tissues in the human body. Notably, the modulus values of our liver and lung ECM hydrogels are within a physiologically-relevant range, especially compared to plastic. Thus, hydrogels provide an opportunity to reconstitute metastatic site environment and study drug responses and metastasis-associated phenotypes in vitro.

Tumor cells can create favorable environments in metastatic tissues by secreting various factors even before they metastasize [25]. These pre-metastatic niches (PMNs) are characterized by altered local deposition of extracellular matrices, a rudimentary vascular network, recruitment of bone marrow derived cells (BMDCs) and presence of proinflammatory molecules and cells [26]. There is a current shortfall of relevant in vitro models that accurately reflect the PMNs for ER^+^ tumors, as well as novel analysis tools to understand the molecular mechanisms driving adaptation and survival of metastatic ER+ breast cancer cells in these environments. Therefore, using tissue-specific extracellular matrices to mimic metastatic tissue sites for ER^+^ tumors enabled us to study the impact of PMN microenvironment on how ER^+^ BCa cells behave, adapt, and respond to therapy agents in metastatic tissue environments. Future studies are needed, which expand these models by addition of other cell types (CAFs, BMDCs and immune cells) and monitoring responses to therapies.

Cancer cell metabolism plasticity provides a novel route for therapy resistance [27]. NAD^+^ is a critical metabolite that links cellular metabolism, signaling and transcription [28]. In addition to providing ATP, TCA cycle and glycolysis regenerates NAD^+^ levels. When glycolysis is inhibited, glutamine, through conversion to glutamate and α-Ketoglutarate, is utilized by the TCA cycle to produce ATP and regenerate NAD+. When glycolysis and TCA cycle is blocked, glutamine is converted to aspartate through a series of steps that regenerates NAD^+^ by cytosolic MDH1 [14,15,16]. Activation of this mechanism explained why tumors treated with SEL alone come back in vivo and further emphasized the importance of combining TAM and SEL to treat tumors and prevent further recurrence for metastatic tumors. Our data showed that in minimal media containing glutamine, single agent SEL treatment actually increased cell viability through Gln metabolism via aspartate conversion, as opposed to causing cancer death as is observed under full media conditions. Since tumors have metabolic heterogeneity, we speculate that recurrences from tumors treated with single agent SEL could result from cellular populations of the original tumor with limited amino acid content, which relied on glutamine metabolism and were therefore not susceptible to SEL-induced cell death.

Our research represents a new and substantive departure from the status quo by shifting the focus to inhibiting dynamic mechanisms enabling adaptation to metastatic tissue environments and therapies. PGC1α was previously implicated in metabolic rewiring and drug resistance of triple negative BCa, yet the role of PGC1α has been controversial [19,29,30,31]. PGC1α is involved in the progression of primary hormone-related cancers by physically interacting with, and acting as a coactivator of ERα [32,33]. Additionally, local estrogen biosynthesis is promoted by TNFα induced PGC1α activity in endometrial cancer cells [34]. The synergism between ERα and PGC1α activates anti-apoptotic pathways in breast and ovarian cancer cells by manipulating mitochondrial membrane integrity [35]. Our observation that activation of PGC1α promote survival of metastatic ER^+^ breast cancer cells and adaptation mechanisms is novel. In addition, we observe changes in different isoforms of PGC1α (full length and L-PGC1α), which might have different roles. Future studies are needed to dissect the contribution of each isoform to therapy resistance and metastatic site-specific metabolic adaptation mechanisms in advanced breast cancers as well as in other cancer types.

## 4. Materials and Methods

### 4.1. Cell Culture, Ligand Treatments

All cell lines were obtained from American Type Culture Collection (Manassas, VA). MCF7 (ATCC^®^ HTB-22^TM^) (RRID:CVCL_0031) and T47D (ATCC^®^ HTB-133^TM^) (RRID:CVCL_0553) parental cells were cultured in Roswell Park Memorial Institute (RPMI-1640) with NEAA salts (Sigma, St. Louis, MO, USA), 5% fetal bovine serum (FBS) (HyClone, Logan, UT), 100 µg/mL penicillin/streptomycin (Invitrogen, Carlsbad, CA, USA) and 50 mg/mL Gentamicin (Gibco, Gaitersburg, MD, USA). MCF7/*ESR1^D537S^* and -*ESR1^Y537S^* cells (RRID:CVCL_0031) were generated as described in [36] and were cultured in Dulbecco’s Modified Eagle Medium (DMEM) with NEAA salts, 10% FBS, 100 µg/mL penicillin/streptomycin and 50 mg/mL Gentamicin. T47D *ESR1^D537S^* and T47D *ESR1^Y537S^* cells (RRID: CVCL_0553) were cultured in Modified Eagle Medium (MEM) with NEAA salts, 10% FBS, 100 µg/mL penicillin/streptomycin and 50 mg/mL Gentamicin. Human breast cancer cell lines, BT474 (RRID: CVCL_0179), HCC1500 (RRID:CVCL_1254) and MDA-MB-134 (RRID:CVCL_0617), were used as a model of de novo resistance [11,37,38]. BT474 were cultured in ATCC recommended Hybri-care medium with 10% inactivated FBS, sodium bicarbonate and antibiotics. MDA-MB-134 cells were cultured in Leibovitz’s medium with 20% FBS, and 100 g/mL penicillin/streptomycin (Invitrogen). HCC1500 cells were cultured in ATCC-formulated RPMI-1640 media with 10% FBS, sodium bicarbonate and antibiotics. Acquired resistance was studied from resistance progression cell lines previously derived and characterized by long-term exposure of parental MCF7 cells to 4-OHT (Tam^R^) [11,37]. These cells retain ERα expression, do not require E2 for growth, are not growth inhibited by SERMs, and 4-OHT stimulates their growth [11,37]. Cells were authenticated by checking activity and expression of ERα, and proliferative responses to various drugs used in this study for all cell lines, and by sequencing of MCF7/*ESR1*^Y537S^ and MCF7/*ESR1*^D537G^ cells as described.

To generate drug resistant breast cancer cell lines, parental cells were treated with 10^−7^ M 4-OHT, Fulvestrant (Fulv) and/or Palbociclib (Palb) for 25 weeks. Drug treatments were repeated twice weekly (Monday and Friday). Resistant colonies were selected and stored in liquid nitrogen every five weeks.

For drug treatments, cells were incubated with media containing 10^−6^ M 4-OHT (Sigma), 10^−6^ M Fulv (Sigma), 10^−6^ M Palb (Sigma) alone or in combination with 10^−7^ M selinexor (SEL) (Karyopharm Therapeutics, Boston, MA, USA) for 24 h. For other drug treatments, SR-18292 (PGC1α inhibitor) (Selleckchem) and ZLN005 (PGC1α activator) (Selleckchem) were used at concentrations between 1 × 10^−5^ M, 5 × 10^−6^ M and 1 × 10^−6^ M. MK2206 (PI3K inhibitor) was used at a concentration of 5 × 10^−5^ M [36,39,40,41].

### 4.2. Cell Viability Assays and siRNA Knock Down

Cells were seeded at a density of 2 × 10^3^ cells/well in a 96-well plate, and were grown overnight in corresponding media with/without phenol red. On day 1, cells were treated with drugs alone and in combination. Treatments were repeated on day 4. On day 7, the effect of different drug treatments on the cell viability was assayed by using WST-1 reagent. Results were quantified by Cytation5 plate reader by measuring absorbance at 450 nm (BioTek, Winooski, VT, USA). Statistical analyses were done by using Graphpad© Prism8 software (GraphPad Software Inc., La Jolla, CA, USA, www.graphpad.com). All experiment conditions had six technical repeats and experiments were repeated at least for three times. WST1 assay was performed to quantify cell viability.

For siRNA knock down experiments, cells were seeded at a concentration of 2 × 10^3^ cells/well in corresponding treatment media without phenol red and antibiotics. Next day, cells were incubated with 25 nM siRNAs targeting *PPARGC1a* (Dharmacon, ON-TARGET plus SMARTpool Human *PPARGC1a* (10891)) and *MDH1* (Dharmacon, ON-TARGET plus SMARTpool Human *MDH1* (4190)) genes. Target sequences of both siRNAs were given as below (J-005111-05, PPARGC1a: GAGAAUUCAUGGAGCAAUA), (J-005111-06, PPARGC1a: GAAGAGCGCCGUGUGAUUU), (J-005111-07, PPARGC1a: ACACUCAGCUAAGUUAUAA), (J-005111-08, PPARGC1a: GCAGGUAACAUGUUCCCUA), (J-009264-09, MDH1: CCUUAGAUAAAUACGCCAA), (J-009264-10, MDH1: GGGAGAAUUUGUCACGACU), (J-009264-11, MDH1: CAACAGAUAAAGAAGACGU), (J-009264-12, MDH1: AGGUUAUUGUUGUGGGUAA). Cells were incubated with the media containing siRNAs for 48 h. Cells were incubated with the media containing siRNAs for 48 h. Cells were treated with single agents or in combination with SEL twice on days three and six. On day nine, cell viability was measured and analyzed as explained above.

For minimal media experiments, MCF7, MCF7-*ESR1^Y537S^*, MCF7-*ESR1^D538G^*, and BT474 cells were seeded at a density of 2 × 10^3^ cells/well in 96 well plates. Next day, cells were treated with 10^−6^ M 4-OHT, Fulv or Palb and 10^−7^ M SEL alone and in combination (Plain media: DMEM containing only 7.5% sodium bicarbonate, Low glucose media: DMEM + 1 g/L D-Glucose, High glucose media: DMEM+4.5 g/L D-Glucose, Glutamine-only media: DMEM + 2 mM L-Glutamine). Treatments were repeated on day 4. On day 7, cell viability was measured using WST-1 reagent.

For minimal media with individual amino acid experiments, parental MCF7, MCF7-*ESR1^Y537S^*, MCF7-*ESR1^D538G^*, and BT474 cells were seeded at a density of 2 × 10^3^ cells/well in 96 well plates. On day 1, cells were treated with DMEM media containing 2 mM individual amino acids. Amino acid treatments were repeated on day 4. On day 7, cell viability was measured using WST-1 reagent.

### 4.3. 3-D Cell Culture Models

IN SITE^TM^ Metastasis Kit (Xylyx Bio, Inc., NY, USA) containing TissueSpec^®^ Bone (MTSBN101), Liver (MTSLV101) and Lung (MTSLG101) ECM Hydrogels), was used to model tumor microenvironments according to manufacturer protocol. Briefly, 2 × 10^3^ cells were encapsulated in corresponding tissue-specific ECM hydrogels by mixing them with tissue culture matrix. A mixture volume of 100 uL/well was placed in 96-well plates in triplicates. Plates were incubated at 37 °C in a humidified environment with 5% CO_2_ for at least 45 min to achieve gelation. Cells were treated with media containing different drugs alone or in combination with SEL every Monday and Friday for three weeks. Oncosphere formations were visualized by Invitrogen^TM^ EVOS^TM^ XL Core Light Microscope (4× and 25× magnifications) (Waltham, MA, USA). OpenCFU colony counting software (http://opencfu.sourceforge.net/) was used to automatically count colony number and size. All statistical analyses were completed by using GraphPad© Prism8 software (RRID:SCR_002798, San Diego, CA, USA).

### 4.4. Scanning Electron Microscopy

Bone, liver and lung tissue and matrix decellularized tissue (extracellular matrix) samples were collected, fixed in formalin for 24 h, rinsed in 70% ethanol, frozen, lyophilized, and imaged using an electron microscope (Gemini SEM 300, Zeiss, Oberkochen, Germany) with accelerating voltage 2.5 kV.

### 4.5. Mechanical Characterization of IN SITE^TM^ Metastasis ECM Hydrogels

Stiffnesses of TissueSpec^®^ Bone, Liver, and Lung ECM Hydrogels (#MTSMS10, IN SITE^TM^ Metastasis ECM Hydrogel Kit, Xylyx Bio, Brooklyn, NY, USA) were determined by rheometry analysis. ECM hydrogels (6 mg/mL) were prepared in cylindrical molds to obtain hydrogel disks (volume: 1 mL, diameter: 13 mm), which were transferred onto the Peltier plate of a shear strain-controlled rheometer (DHR-2, TA instruments, New Castle, DE, USA). Hydrogels were evaluated in a parallel plate geometry using a plate with a sand-blasted surface to secure hydrogels and prevent slipping. After strain sweeps (0.1–30%) were performed to determine linear viscoelastic regions of hydrogels, oscillatory frequency sweeps (0.1–10 s^−1^) were performed with constant shear strain (5%) to assess the viscoelastic properties of hydrogels. Storage modulus (G’) was plotted against frequency to determine stiffness (elastic response). All hydrogels were tested in triplicate, and values represent mean ± standard errors.

### 4.6. In Vivo Xenograft Study, Immunohistochemistry Staining (IHC) and Data Analysis

All experiments involving animals were conducted with protocols approved by the University of Illinois at Urbana-Champaign and following the National Institutes of Health standards for use and care of animals (IACUC Protocol 14193). Tumor xenograft studies were performed using the MCF7 *ESR1^Y537S^* cells. Briefly, we used 6-week-old BALB/c athymic (RRID: IMSR_TAC:balb), ovariectomized, nude female mice from Taconic Biosciences. Power calculations were done based on our previously published studies and five animals per group were used [11,13]. After one week of acclimatization, we injected 1 × 10^6^ cells resuspended in 50% PBS and 50% Matrigel subcutaneously into both the right and left flank of each mouse. Once the tumor size reached 200 mm^3^, we randomized five animals to each treatment group. Half of the mice were implanted with vehicle pellets and the other half were implanted with 25 mg; 60-day release TAM pellets (Innovative Research of America). We then randomized each group to Veh or SEL (5 mg/kg, 5 times per week; or 10 mg/kg 3 times per week). SEL is administered orally for 4 weeks. Animals were injected with Fulv (5 mg/kg, intramuscular injection) once weekly [42], or PALB (100 mg/kg) was delivered by oral gavage twice weekly [43]. SEL concentrations were selected based on clinically relevant dose [44,45,46]. Animals were monitored daily by the veterinarians for any signs of dehydration, stress, and pain. Total weight, food intake, and tumor size were measured by blinded researchers using a digital caliper biweekly. Tumor volume was calculated by length × width^2^/2.

Tumors were removed from euthanized mice at the end of the experiment or at the time when tumor size reached 1000 mm^3^ and were fixed in 10% neutral-buffered formalin, processed, and embedded in paraffin in 2M sucrose before being frozen in cutting medium. Tissues were cut in 5-micron sections by using a microtome (The Leica RM1255, Austria). For both XPO1 and ERα immunostainings, tissues were deparaffinized and hydrated through graded alcohols to water. Antigen retrieval was performed by using citrate buffer, pH 6.0 in a steamer for 1 h. Samples were blocked in hydrogen peroxide for 10 min. To remove non-specific protein staining, samples were blocked with Background buster (Innovex Biosciences, Richmond, CA, USA) for 10 min and rinsed with TBS-Tween solution, pH 7.6. Then, samples were incubated with XPO1 (Bethyl laboratories, A300-469A) or ERα (MC-20, Santa Cruz Biotech) (RRID: AB_631470) primary antibody overnight at 4 °C. After rinsing with TBS-Tween solution, pH 7.6, samples were stained with secondary anti-rabbit and anti-mouse HRP-Polymer (Biocare Medical, Concord, CA) for 30 min. Finally, samples were incubated with DAB (Innovex, Richmond, CA) for 5 min and counterstained with hematoxylin, dehydrated and mounted on slides. Visualization of the samples were performed with Nanozoomer Slide Scanner (Hamamatsu, Japan) at 80× magnification and positive staining quantification was performed by NDP software.

### 4.7. Western Blot Analysis in Cell Lines

Cells were seeded on 30 mm cell culture plates at 1 × 10^5^ cells/well in corresponding media and were treated with media containing drugs alone or in combination with SEL. Next day, cells were collected in lysis buffer (0.5 M EDTA, 1 M TrisHCl pH 8.1, 10% SDS, 10% Empigen, ddH2O) with 1X Complete Protease Inhibitor (Roche) and 1X Phosphatase Inhibitor (Thermo Scientific, Waltham, MA, USA). Cell lysates were sonicated and protein concentrations were determined by BCA assay (Thermo Scientific). Samples were boiled in SDS-containing loading buffer and 10-20 µg of each sample was run in 10% precast gels (BioRad) and transferred to nitrocellulose membrane. The membranes were blocked in Blocking Buffer (Odyssey^®^, Li-Cor, Lincoln, NE, USA) and target proteins were probed with XPO1 (RRID:AB_2215815) (sc-74454, Santa Cruz Biotechnology, Dallas, TX, USA), p-Akt S473 (#4060, Cell Signaling) (RRID:AB_2811246), pAkt T308 (#13038, Cell Signaling) (RRID:AB_2629447), Akt (#9272, Cell Signaling) (RRID:AB_329827), PGC1α (#SAB2500781, Sigma-Aldrich) (RRID:AB_10604141) antibodies in 1:1000 dilution and β-actin (Sigma SAB1305546) (RRID:AB_2541177) antibody in 1:10000 dilution. The secondary antibodies obtained from Odyssey were used at 1:10000 dilution. The membranes were visualized by using Licor Odyssey CLx infrared imaging device and software. All results were repeated two times and the results were normalized to total protein or β-actin loading control. Representative blots are presented.

### 4.8. Gene Expression Analysis and XPO1 and PIK3CA Expression Analysis Using TGCA and METABRIC Data

RNASeq analysis was performed as previously described [18,19,20]. Briefly, BT474 cells were treated with Vehicle (Veh, 0.5% EtOH), 10^−6^ M 4OHT (Sigma), 10^−6^ M Fulv (Sigma), 10^−6^ M Palb (Sigma) alone or in combination with 10^−7^ M SEL (Karyopharm) for 24 h. Concentrations of ligands are based on our previously published study [11] and clinical data [45,46]. Total RNA was extracted with TRIzol reagent (Life Technologies, Carlsbad, CA, USA) according to the manufacturer’s protocol and cleaned using a clean-up kit (QIAGEN, Hilden, Germany). RNA quality was assessed using bioanalyzer. Total RNA from each sample (three per treatment group) were sequenced at the UIUC sequencing center, and data was generated in Fastqc file format to compare the expressions between the four treatment groups. Preprocessing and Quality Control: Fastqc files containing raw RNA sequencing data were trimmed using Trimmomatic (Version 0.38) (RRID: SCR_011848) [47]. Next, the reads were mapped to the Homo sapiens reference genome (GRCh37) from the Ensembl (RRID:SCR_002344) [48] database and aligned using the STAR alignment tool (RRID: SCR_015899) (Version 2.7.0f) [49]. After this, the read counts were generated from SUBREAD (Version 1.6.3) (RRID:SCR_009803) [50] and featured counts were exported for statistical analysis in R. Quality control and normalization was conducted in R using edgeR (Version 3.24.3) (RRID:SCR_012802) [51]. Raw data is available from GEO (GSE136823).

### 4.9. Statistical Analysis and DEGs

Statistical analysis was conducted in R using limma (Version 3.38.3) (RRID:SCR_010943) [52,53]. Empirical Bayesian statistics were conducted on the fitted model of the contrast matrix. Differentially expressed genes were then determined by fold-change and *p*-value with Benjamini and Hochberg multiple test correction for each gene, for each treatment relative to the vehicle control. We considered genes with fold-change >1.5 and *p*-value < 0.05 as statistically significant, differentially expressed. Cluster3 software was used for clustering the differentially expressed genes. Data was visualized using Treeview Java. PCA analysis was performed using StrandNGS (Version 3.1.1, Bangalore, India). GSEA [54,55] analysis was used to identify GO terms associated with different treatments.

cBioPortal for Cancer Genomics (https://www.cbioportal.org/) (RRID:SCR_014555) website was used to assess the correlation between XPO1 expression and expression of other most commonly mutated genes in ER^+^ tumors. To identify co-expression profiles of *XPO1* and *PIK3CA* in different breast tumors, METABRIC [56] and TCGA [57] data were selected. Selection criteria was narrowed down to ER^+^ tumors. Then, expression of *PIK3CA* and *XPO1* was plotted in ER^+^ tumors [58,59].

To visualize and reduce the dimension of gene expression features principle component analysis (PCA) was performed. The original dataset, with dimensions of about 7000 by 24, was transposed so that we could calculate principle components by treatment (VEH, SEL, 4OHT, PAL, FUL, 4OHT + SEL, PAL +SEL, FUL + SEL). Gene expression features were unit scaled with a mean equal to 0 and a standard deviation equal to one. A decomposition algorithm was applied to the gene expression matrix and PCs were calculated. The code is provided in https://github.com/brandis2/breast_cancer_combined_targeting/blob/master/3-D%20PCA%20analysis.md.

### 4.10. Metabolomics Analysis

Metabolomics analysis was performed as described [60]. Briefly, BT474 and MCF7-*ESR1^Y537S^* cells were seeded at a density of 2 × 10^5^ cells/10 cm plate in treatment media. Next day, they were treated with 10^−6^ M 4OHT and 10^−7^ M SEL alone or in combination for 24 h. Metabolites were extracted using acetonitrile/methanol/water and samples were submitted to the Metabolomics Center at UIUC. GC/MS whole metabolite profiling was performed to detect and quantify the metabolites by using Gas chromatography-mass spectrometry (GC/MS) analysis. The hentriacontanoic acid was added to each sample as the internal standard prior to derivatization. Metabolite profiles were acquired using an Agilent GC-MS system (Agilent 7890 gas chromatograph, an Agilent 5975 MSD, and an HP 7683B autosampler, Lexington, MA, USA). The spectra of all chromatogram peaks were evaluated using the AMDIS 2.71 and a custom-built database with 460 unique metabolites. All known artificial peaks were identified and removed prior data mining. To allow comparison between samples, all data were normalized to the internal standard in each chromatogram. Metabolomics data with sample class annotations (Veh, 4-OHT, SEL, 4-OHT + SEL) were uploaded to the Statistical Analysis tool of MetaboAnalyst software version 4.0 (RRID:SCR_015539) [61]. Data were log transformed and scaled using Auto scaling feature. VIP scores for top 25 metabolites that discriminate between different treatment groups were calculated and displayed using the Partial Least Squares-Discriminant analysis tool. Heatmap of class averages of 25 metabolites was generated using Heatmap feature using default options for clustering and restricting the data to top 25 metabolites ranked by t-test. Enrichment analysis and pathway analysis tools were used to identify metabolic pathways associated with enriched metabolites.

### 4.11. Flux Analyses

BT474, MCF7 *ESR1^D537S^* and MCF7 *ESR1^Y537S^* cells were seeded at a density of 2 × 10^5^ cells in 10 cm plate in corresponding growth media containing 10% FBS, 11 mM or 25 mM D-Glucose and 2 mM L-Glutamine. Next day, media was replaced with media containing only 10% dialyzed FBS (all amino acids were removed via dialyses) and 2 mM isotope labeled [U-13C5, 99%] L-Glutamine (Cambridge Isotope Laboratories, MA, USA). Cells were incubated with this media for 24 h and then cells were collected in Acetonitrile (Sigma, MO, USA) and kept at −80 °C until they were submitted to the Roy J. Biotechnology Center Metabolomics Facility for GC/MS analyses. NTFD software was used to analyze data. Average from three replicates and 95% confidence intervals for the relative mass isotopomer abundances were plotted.

### 4.12. Seahorse Metabolic Profiling Assays

MCF7, MCF7 Tam^R^ and BT474 cells were seeded at a density of 5 × 10^4^ cells/well of 8-well Seahorse plates. MDA-MB-134 and HCC1500 cells were seeded at a density of 1 × 10^5^. MCF7 *ESR1^D537S^*, MCF7 *ESR1^Y537S^*, T47D *ESR1^Y537S^* and T47D *ESR1^D537S^* cells were seeded at a density of 3 × 10^4^ in corresponding treatment media without phenol red in each well of the XFp Cell Culture miniplates, respectively (Seahorse Bioscience Inc., Billerica, MA, USA). The FCCP concentration was 0.5 µM for MCF7, BT474, MDA-MB-134 and HCC 1500 cells. Next day, cells were treated with treatments media containing endocrine agents alone or in combination with SEL overnight and the cartridges were hydrated with the calibration solution and kept in a non-CO_2_ incubator at 37 °C overnight. In parallel, a duplicate of each plate was used for cell counting to monitor cell number changes after 24 h of treatments and Seahorse data was normalized to total cell number. On the assay day, cells were washed with XF Base Media without phenol red (Seahorse Bioscience Inc., Santa Clara, CA, USA) supplemented with 10 mM L-glucose, 2 mM L-glutamine (Gibco) and 1 mM sodium pyruvate (Gibco, Waltham, MA). The ECAR (mpH/min) and OCR (pmol/min) values were obtained by using Seahorse XFp Cell Energy Phenotype Test Kit (Seahorse Bioscience Inc.), which were run with Seahorse XFp Analyzer (Seahorse Bioscience Inc.). Experiments were performed in triplicate and repeated at least three times.

For the Seahorse experiments conducted in different tissue-specific extracellular matrix conditions, Seahorse XFp plates were coated with different Native Coat^TM^ ECMs for bone, lung and liver (XYLYX, Brooklyn, NY, USA). Then, these 2D coats were incubated at 37 °C in a humidified environment with 5% CO_2_ for at least 1 h. Cells were seeded in these coated Seahorse plates after removing native coat mixtures. The rest of the treatment and assay processes were applied as explained above.

### 4.13. Luminescence-Based Assays

NAD^+^/NADH-Glo^TM^ Assay (Promega, Madison, WI), NADP^+^/NADPH-Glo^TM^ Assay (Promega, Madison, WI), Reactive oxygen species (ROS)-Glo^TM^ (Promega, Madison, WI, USA), Glutathione (GSH)–Glo^TM^ Assay (Promega, Madison, WI, USA) were run based on same procedure. BT474, MCF7 *ESR1^Y537S^* and T47D *ESR1^Y537S^* cells were seeded at a concentration of 2 × 10^3^ cells/well in 96-well plates in corresponding phenol red-free media. Next day, cells were treated with endocrine agents alone or in combination with SEL in corresponding concentrations, and they were incubated with drugs for 24 h. All assays were run according to the supplier’s instructions for use of products. After 24 h incubation with drugs, luminescence values were measured using a Cytation5 plate reader (BioTek, Winooski, VT, USA). Standard curve and sample values were analyzed after subtraction of values from blank sample, and all statistical analyses were done by using Graphpad© Prism8 software (RRID:SCR_002798, GraphPad Software Inc., La Jolla, CA, www.graphpad.com). All experiment conditions had six technical repeats and experiments were repeated in six technical repeats at least for two times.

### 4.14. Statistical Analyses

Data from all studies were analyzed using a one-way analysis of variance (ANOVA) model to compare different ligand effects, a two-way-ANOVA model to compare time-dependent changes. All data were tested for normal distribution. Normally distributed data was analyzed using pairwise *t* tests with a Bonferroni correction to identify treatments that were significantly different from each other (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). For every main effect that was statistically significant at α = 0.05, pairwise t-tests were conducted to determine which ligand treatment levels were significantly different from each other. For these t-tests, the Bonferroni correction was employed to control experiment wise type I error rate at α = 0.05 followed by Bonferroni post hoc test. Data that were not normally distributed were analyzed using Mann–Whitney test for nonparametric data (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.0001). Statistical significance was calculated using GraphPad Prism for Windows.

### 4.15. Availability of Data and Materials

Gene expression data is submitted to GEO database under the accession number GSE112883 and will be available from the day of the acceptance of the manuscript.

## 5. Conclusions

Through our study, we evaluated combining SEL with current therapies to overcome therapy resistance in ER^+^ metastatic tumors. Using our molecular characterization methods in clinically relevant cell lines we analyzed how combined XPO1 targeting affects PGC1α level, therapy responsiveness, ERα signaling and tumor outcome, thereby evaluating the potential of its inhibition as a means to prevent metastatic tumor adaptation and therapy resistance. Overall, the results of our studies validated XPO1 as a target whose co-inhibition should enhance the effectiveness of therapies in metastatic ER^+^ breast tumors. ER-XPO1 and regulation of PGC1α have not been implicated in adaptation to metastatic environments and therapy resistance of ER^+^ metastatic tumors before. Given the need for better strategies for improving therapy response of relapsed ER^+^ tumors and avoid increasingly toxic therapy applied in this setting, our findings have great potential for uncovering the role of this protein and its targeting in reducing therapy resistance in recurrent ER^+^ tumors. In summary, nuclear export pathways have not previously been implicated or examined in metastatic tissue adaptation and therapy resistance, and given the need for better strategies for improving or maintaining therapy response of metastatic ER^+^ tumors, our studies carry high potential for uncovering the role of these pathways and their use in reducing deaths due to metastatic BCas.

## Figures and Tables

**Figure 1:**
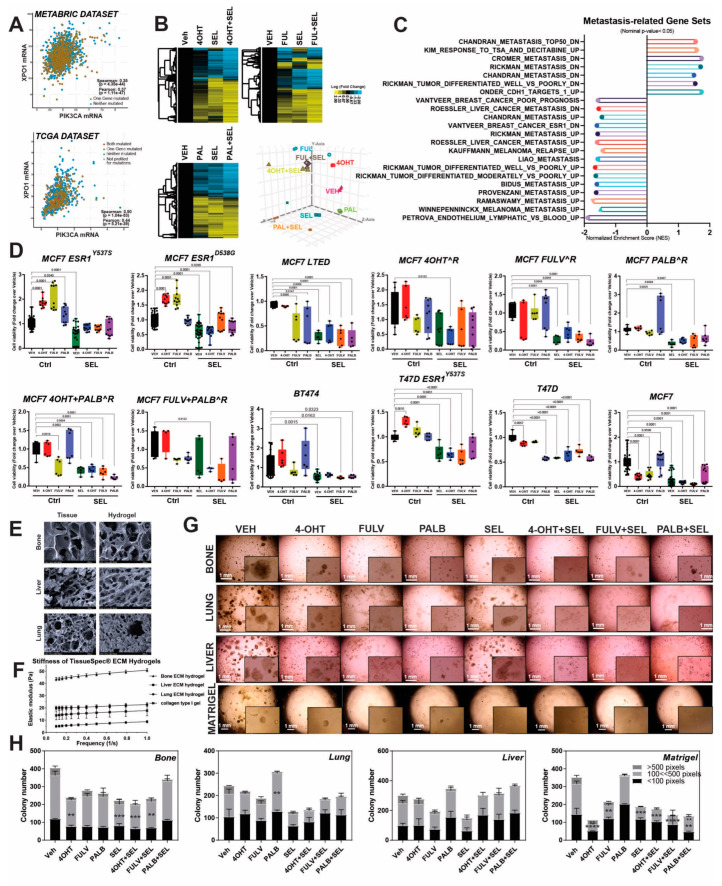
Clinical relevance of combining XPO1 inhibitors with current therapies in metastatic ER^+^ tumors: Impact on metastasis related gene expression and therapy resistant cells. (**A**) Correlation between *XPO1* and *PIK3CA* expression in ER^+^ tumors in METABRIC and TCGA datasets. Spearman and Pearson correlation analyses coefficients and *p*-values were indicated for each dataset (METABRIC data set: Spearman correlation = 0.35, Pearson correlation = 0.37, TCGA data set: Spearman correlation = 0.5, Pearson correlation = 0.44). (**B**) RNA-Seq analysis in MCF7-*ESR1^Y537S^* cells, treated with 1 µM 4-OHT, Fulv or Palb in the presence or absence of 100 nM SEL. PCA plot showing distinct gene expression patterns with the different treatments are shown at the right bottom panel of (B). (**C**) Gene-set enrichment analysis (GSEA) of gene sets that were enriched in 4-OHT + SEL dataset. (**D**) Cell viability assay in different endocrine-sensitive or endocrine-resistant breast cancer cell lines (MCF7 Parental, MCF7-*ESR1^Y537S^*, MCF7-*ESR1^D538G^*, T47D Parental, T47D-*ESR1^Y537S^*, T47D-*ESR1^D538G^*, MCF7 cells treated with different treatments and BT474), cotreated with 4-OHT [10^−6^ M], Fulv [10^−6^ M] and Palb [10^−6^ M] and SEL [10^−7^ M]. A one-way analysis of variance (ANOVA) model was used for statistical significance of change in cell viability with different treatments. All values were presented as mean ± SEM from six independent repeats. (**E**) Scanning electron microscopy (SEM) images of human tissues and decellularized tissue from which ECM hydrogels are derived. (**F**) Stiffness of TissueSpec^®^ ECM Hydrogels. (**G**). MCF7-*ESR1^Y537S^* cells were cultured at a density of 2 × 10^3^ cells/well and embedded in 3D hydrogels to mimic different metastatic niches (bone, liver, lung) for breast cancer cells, and they were treated with different endocrine agents (4OHT [10^−6^], Fulv [10^−6^] and Palb [10^−6^]) and in combination with SEL [10^−7^]. (**H**). Colony size (pixels) and number were quantified using OpenCFU colony counting software (http://opencfu.sourceforge.net/). A one-way analysis of variance (ANOVA) model was used for statistical significance of treatment and values were presented as mean ± SEM from three biological replicates (** *p* <0.01, *** *p* <0.001; **** *p* < 0.0001).

**Figure 2:**
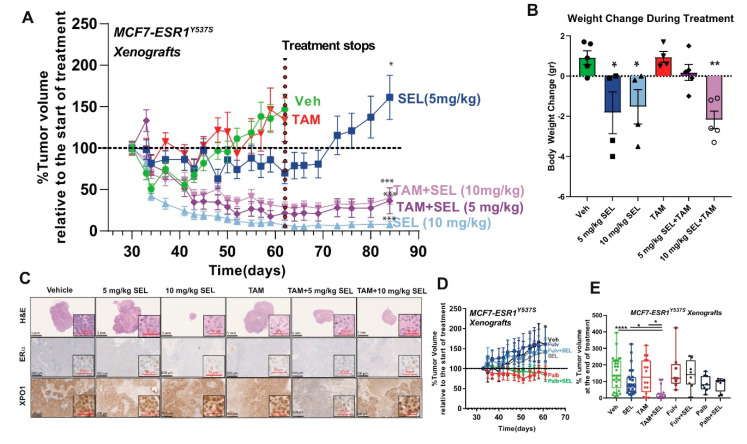
Combination of SEL with TAM inhibits growth of metastatic ER^+^ tumors in vivo. (**A**) SEL combination with TAM provides sustained tumor regression of MCF7-*ESR1^Y537S^* xenografts. A two-way ANOVA model was fitted to assess the time dependent contribution of ligand Vehicle (Veh), TAM) and inhibitor (Ctrl, 5 mg/kg SEL or 10 mg/kg SEL) treatment on tumor volume. When the main effects were statistically significant at *p* < 0.05, pairwise t-tests with a Bonferroni correction were employed to identify if treatment were statistically different from each other. * *p* < 0.05, ** *p* < *0*.01, *** *p* <0.001, **** *p* < 0.0001. (**B**) Percentage body weight change of mice. (**C**) Histological analysis of tumors from (A)**.** HE, ERα and XPO1 IHC stainings were performed. (**D**) Treatment with Fulv or Palb alone or in combination with SEL did not result in MCF7 *ESR1*^Y537S^ tumor regression. (**E**) Comparison of percent tumor volume change compared to start day of treatments in experiments from (A).

**Figure 3:**
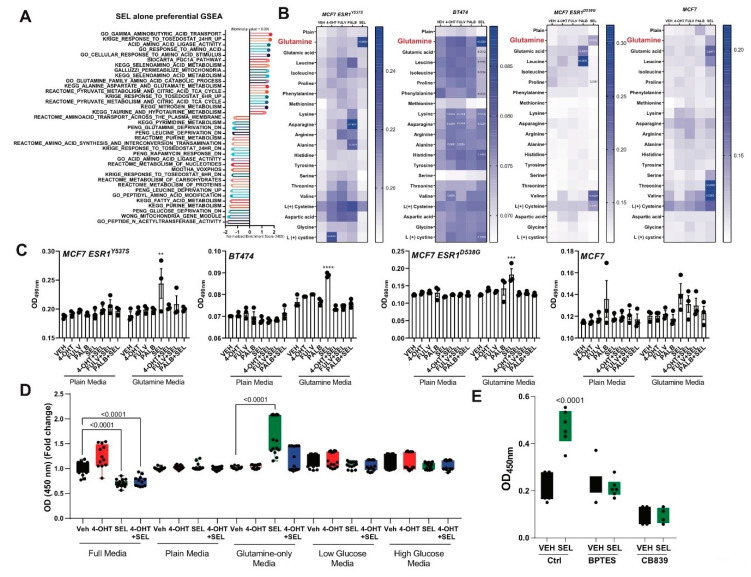
(**A**) Single agent treatments and growth on metastatic organ sites rewire metabolic pathways to enhance survival of BCa cells A. GSEA analysis showing activation of amino acid deprivation genes in MCF7-*ESR1^Y537S^* cells. (**B**) Endocrine-sensitive MCF7 cells, endocrine-resistant MCF7-*ESR1^Y537S^*, MCF7-*ESR1^D538G^* or BT474 cells were grown in minimal media containing only 2 mM individual amino acids. Cells were treated with different endocrine agents (1 µM 4-OHT, Fulv or Palb, and 100 nM SEL) and cell viability was quantified with WST-1 assay. All experiment conditions were repeated in six technical replicates and statistical significance values were calculated according to two-way ANOVA test. (**C**) Endocrine-sensitive MCF7 cells, endocrine-resistant MCF7-*ESR1^Y537S^*, MCF7-*ESR1^D538G^* or BT474 cells were grown in minimal media conditions supplemented only 2 mM individual amino acids. Cells were treated with different endocrine agents (1 µM 4-OHT, Fulv or Palb, in the presence or absence of 100 nM SEL) and cell viability of cells were quantified with WST-1 assay. All experiment conditions were repeated in six technical replicates and statistical significance values were calculated according to two-way ANOVA test. ** *p* < *0*.01, *** *p* <0.001, **** *p* < 0.0001. (**D**) Cell viability assay showing the effect of glutamine addition to the media. BT474 cells were cultured at a density of 2 × 10^3^ cells/well in a 96-well plate and treated with 1 µM 4-OHT alone and in combination with 100 nM SEL in different limiting media conditions. (**E**) Similar experimental conditions were tested in presence of 1 µM Glutaminase inhibitors, BPTES or CB839. A one-way analysis of variance (ANOVA) model was used for statistical significance of treatment and values were presented as mean ± SEM from three independent experimental repeats.

**Figure 4:**
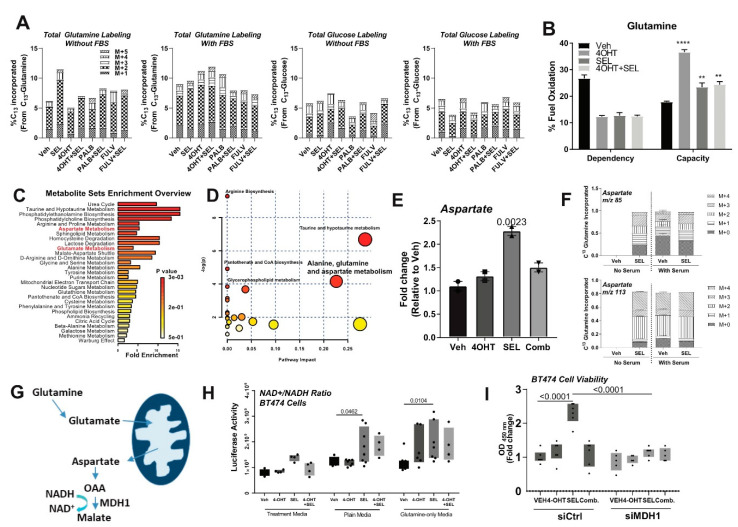
SEL only treatment induces glutamine-dependent aspartate synthesis to sustain NAD^+^ levels in the cell. (**A**) Total metabolite labelling after C13 glutamine or glucose flux in BT474 cells that were grown in the presence or absence of serum. (**B**) Mitochondrial fuel flex test in BT474 cells showing increased glutamine capacity in BT474 cells were cultured at a density of 3 × 10^4^/XFp plate wells, and treated with different endocrine agents (1 µM 4-OHT, Fulv and Palb) and in combination with 100 nM SEL. All results were visualized after normalizing OCR and ECAR values according to cell number. ** *p* < 0.01, **** *p* < 0.0001. (**C**) Metabolomics analysis result showing glutamine levels in SEL only treated BT474 cells. For this experiment, BT474 cells were cultured at a density of 2 × 10^5^ cells/10 cm plates in two technical repeats, and treated with different endocrine agents (1 µM 4-OHT, Fulv and Palb) and in combination with 100 nM SEL. (**D**) MetaboAnalyst pathway analysis. (**E**) Increased aspartate relative abundance identified by metabolomics analysis. (**F**) Increased C_13_ labelled-aspartate after C_13_ glutamine flux of BT474 cells. (**G**) Schematic representing pathway to replenish NAD+ from glutamine. (**H)** Detection of NAD^+^/NADH in the presence of defined media and different treatments. (**I**) Cell viability assay in the presence of glutamine only media with *MDH1* knock-down in BT474 cells.

**Figure 5:**
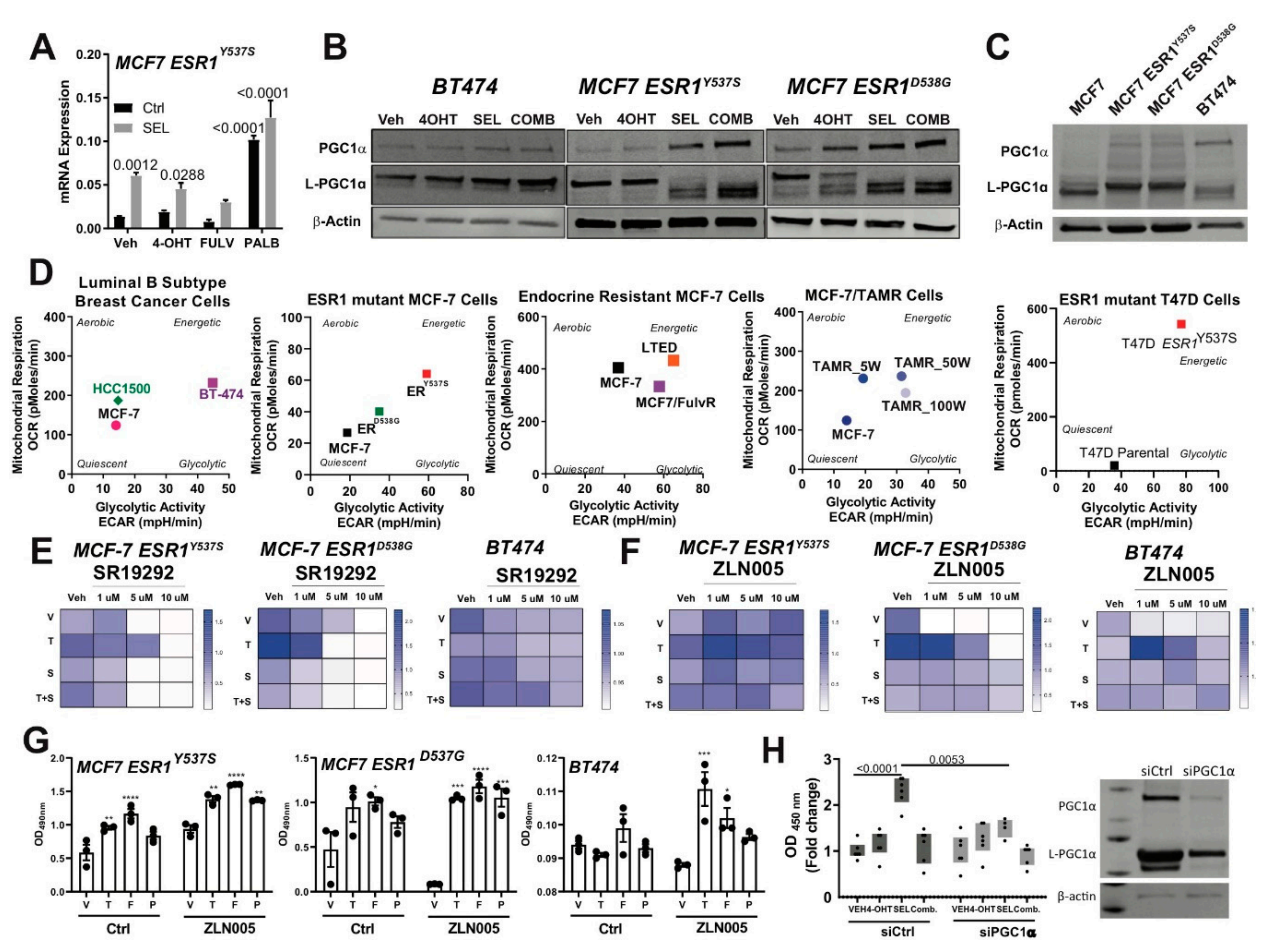
PGC1α drives the metabolic rewiring in response to metastatic niche and therapies. (**A**) RNA sequencing results showing SEL treatment induces *PPARGC1A (PGC1α)* mRNA expression alone or in combination with other therapy agents. Statistical analyses were analyzed according to one-way ANOVA test. Western blot analyses showing that PGC1α protein expression was relatively higher in cells that were treated with SEL (**B**) or in endocrine-resistant breast cancer cells (**C**)**.** All cell lines were seeded at a density of 2 × 10^5^ cells/30 mm plates. Cell lysates were prepared and western blot analysis was performed. (**D**) Cellular metabolic phenotype changes in different endocrine-sensitive and -resistant models were monitored with Seahorse metabolic profiling. Different de novo endocrine-resistant cell models (HCC1500, BT474, MCF7-*ESR1^D538G^* and MCF7-*ESR1^Y537S^*) and acquired resistant models (Tam^R^ cells generated with a consistent drug treatment strategy) were cultured at a density of 3 × 10^4^ cells/XFp plate wells, and treated with different endocrine agents (1 µM 4OHT, Fulv and Palb) and in combination with 100 nM SEL. The impact of PGC1α function on the cell viability of BT474 cells was tested. BT474 cells were seeded in 96-well plates, and treated with 1 µM 4-OHT alone and in combination with 100 nM SEL with a PGC1α inhibitor, SR19292 (**E**) or PGC1α activator, ZLN005 (**F**). A one-way analysis of variance (ANOVA) model was used for statistical significance of treatment and values were presented as mean ± SEM from three independent experimental repeats. Significances were compared according to first measurement values for each treatment condition. (**G**) The impact of PGC1α function on the cell viability of BT474 cells was tested. BT474 cells were seeded in 96-well plates, and treated with 1 µM 4OHT, Fulv or Palb alone and in combination with 100 nM SEL with ZLN005. * *p* < 0.05, ** *p* < *0*.01, *** *p* <0.001, **** *p* < 0.0001. (**H**) Cell viability assay in the presence of glutamine only media with PGC1α knock-down in BT474 cells.

**Figure 6:**
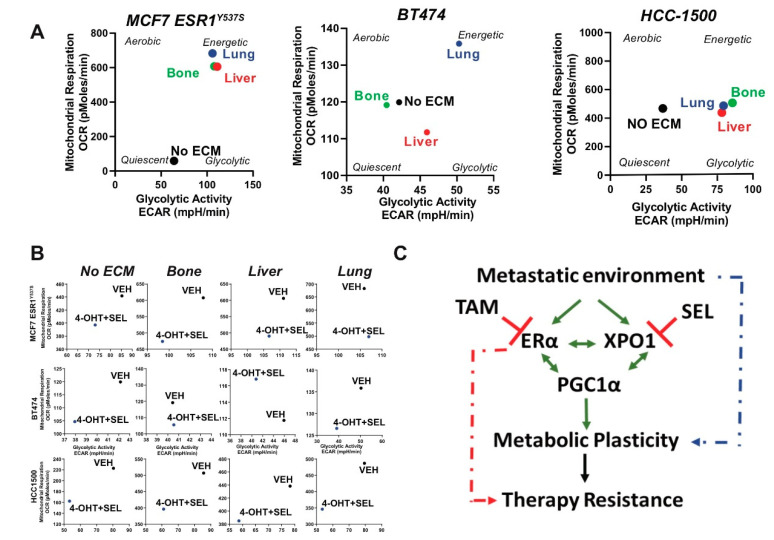
(**A**) Cellular metabolic phenotypes of MCF7-*ESR1^Y537S^* cells were determined by seeding 3 × 10^4^ cells/XFp plate well in different tissue-specific extracellular matrix environments. Cellular metabolic phenotypes of MCF7-*ESR1*^Y537S^, BT474 and HCC1500 cells were determined by seeding 3 × 10^4^ cells/XFp plate well in different tissue-specific extracellular matrix environments with SR-18292. All Seahorse assays were repeated two times in three technical replicates. OCR and ECAR values were normalized according to cell number. (**B**) Cellular metabolic phenotypes of MCF7-*ESR1^Y537S^*, HCC1500, or BT474 cells were determined by seeding 3 × 10^4^ cells/XFp plate well in different tissue-specific extracellular matrix environments with 4-OHT + SEL combination. All Seahorse assays were repeated twice with three technical replicates. OCR and ECAR values were normalized according to cell number. (**C**) Schematics of how TAM + SEL combination works to prevent metabolic plasticity and therapy resistance.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/9/2397/s1, Figure S1: Isobologram analysis of 4-OHT, Fulv or Palb and SEL combinations in various cell lines; Figure S2: Dose-response of 4-OHT, Fulv or Palb with or without SEL; Figure S3: Colony formation assay for T47D-*ESR1*^Y537S^, T47D-*ESR1*^D538G^, HCC1500, MCF7 or T47D cells; Figure S4: Validation of glutamine dependence and related phenotypes in other cell lines; Figure S5: Validation of PGC1α-related biology.

# Supplementary material for: Combined Targeting of Estrogen Receptor Alpha and Exportin 1 in Metastatic Breast Cancers
**Source:** Cancers (Basel). 2020 Aug 24;12(9):2397. doi: 10.3390/cancers12092397
**Supplement:** Supplementary file 1

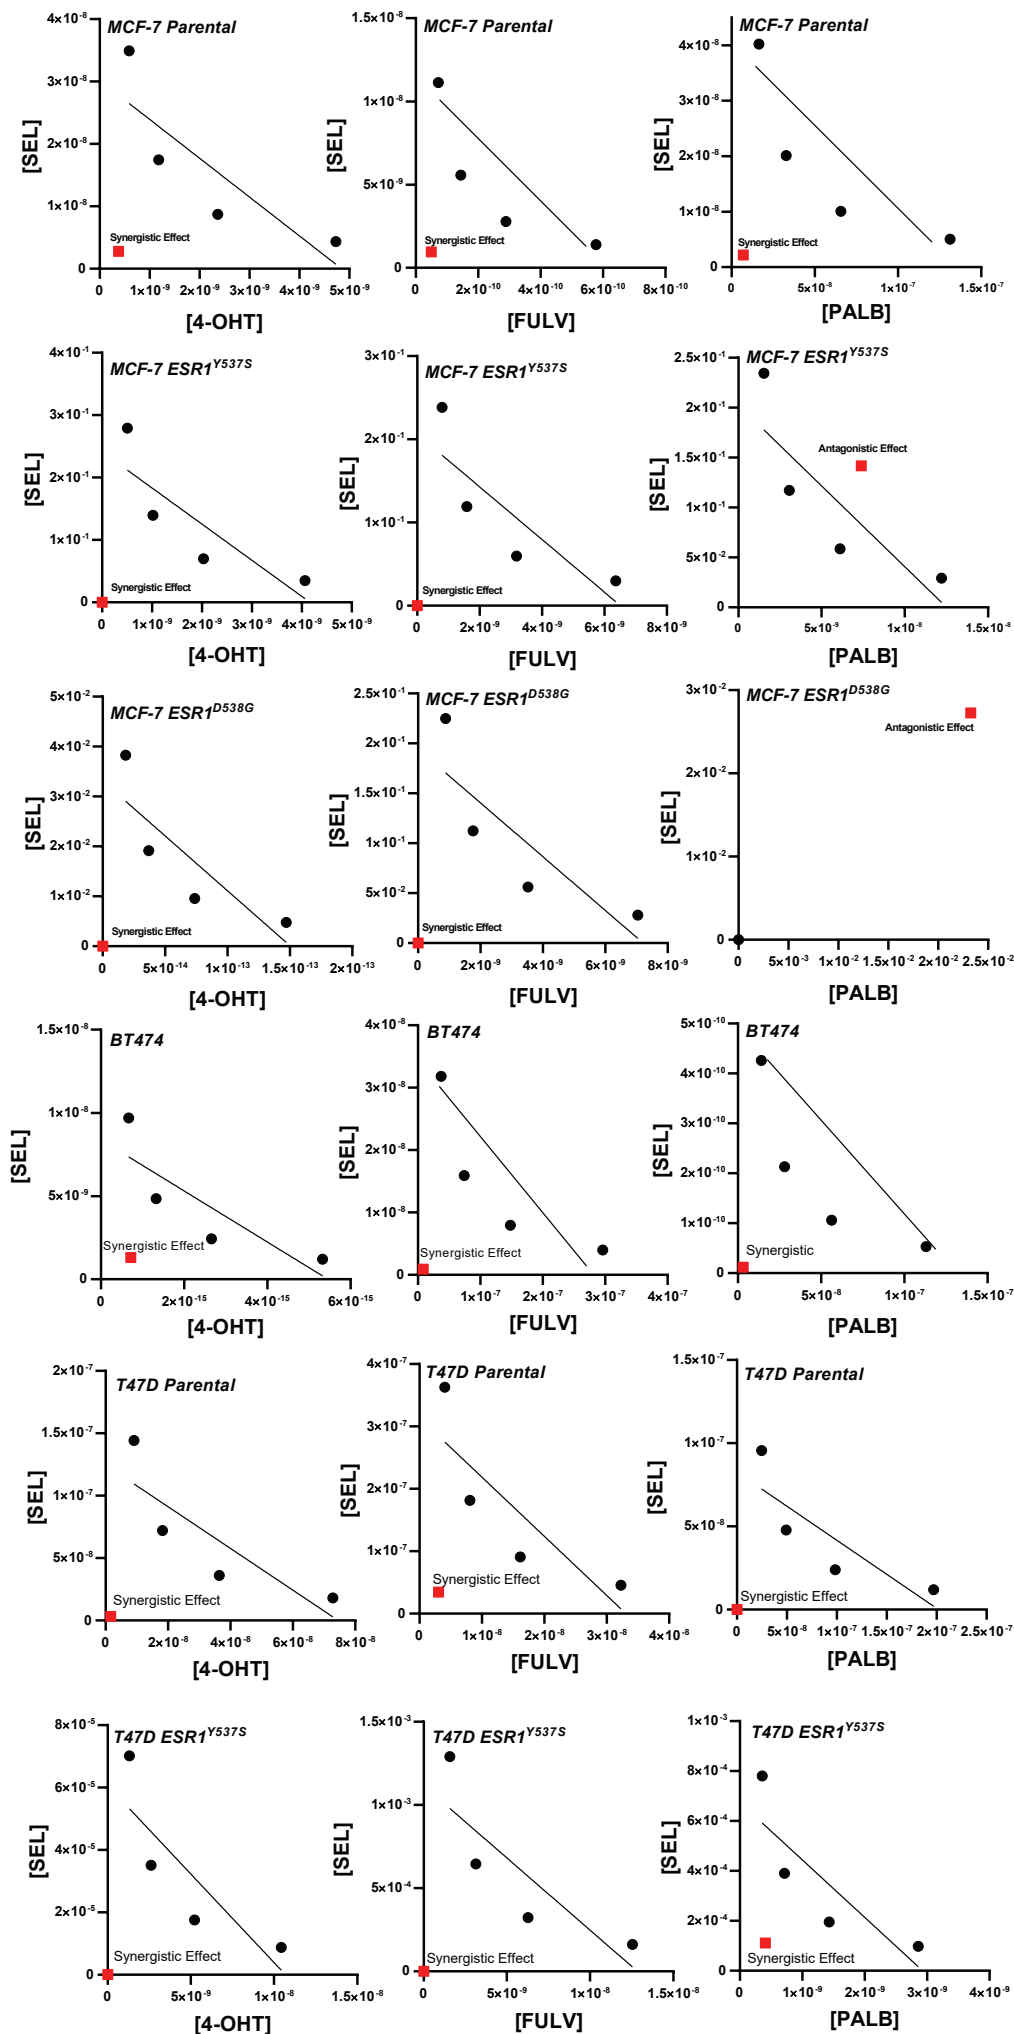

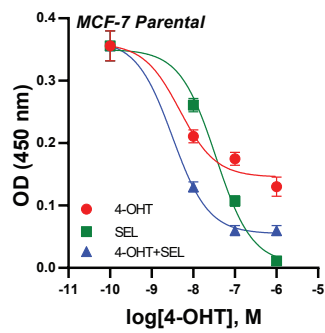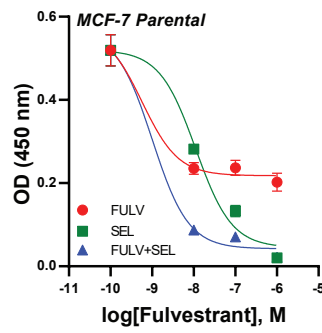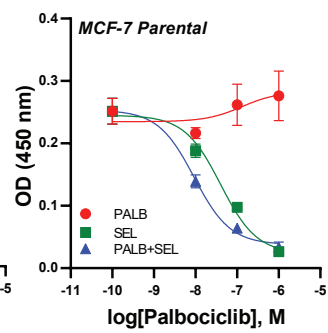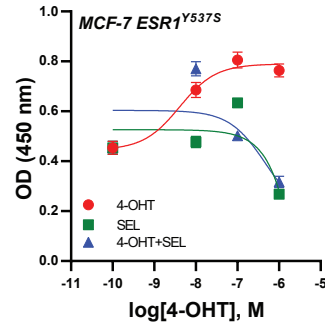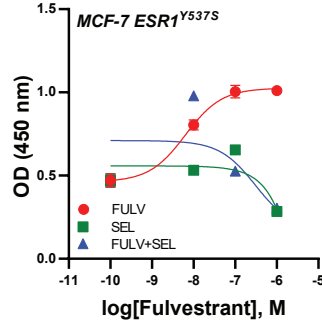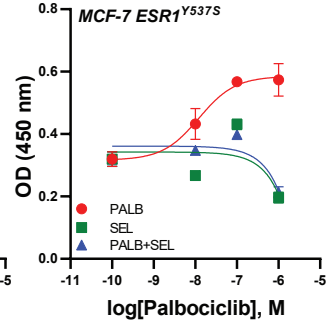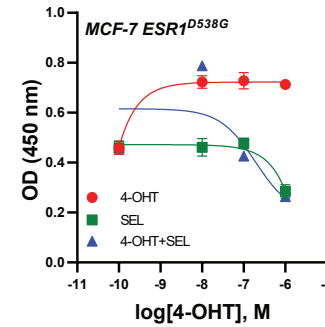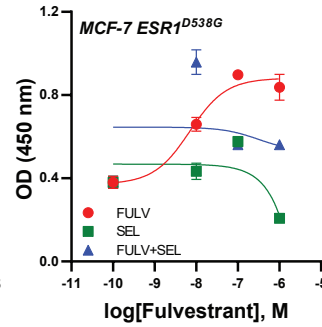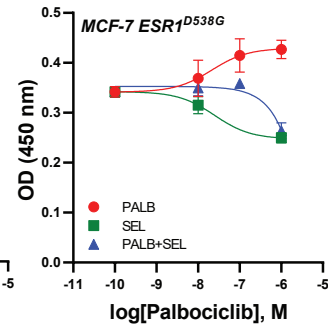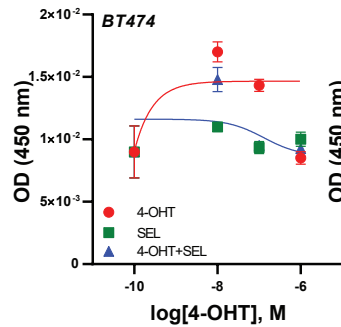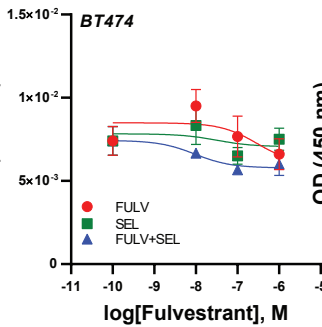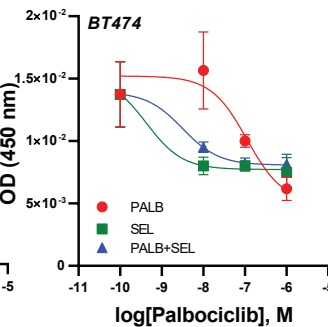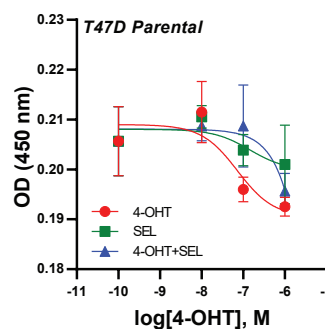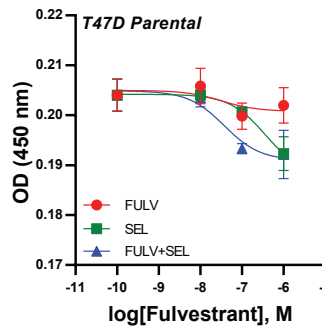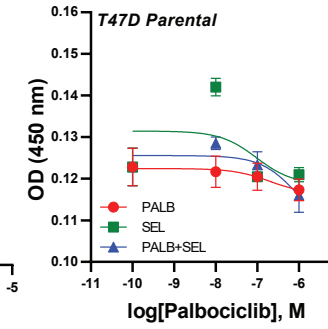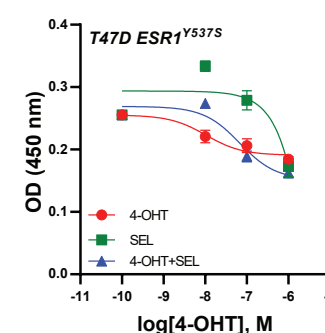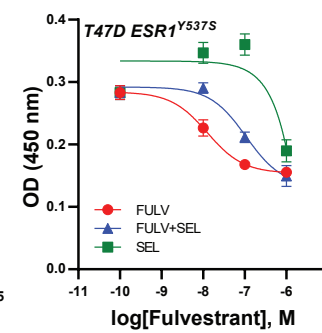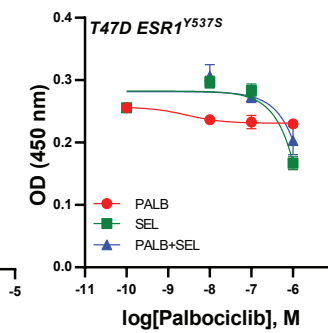

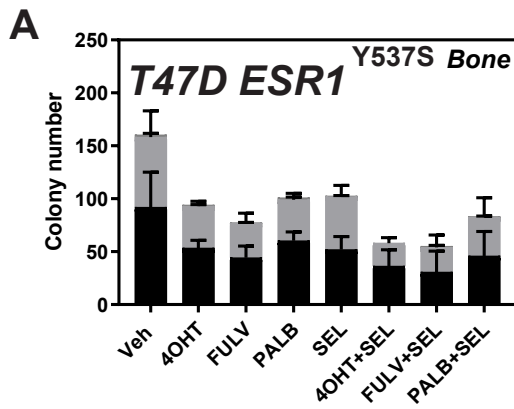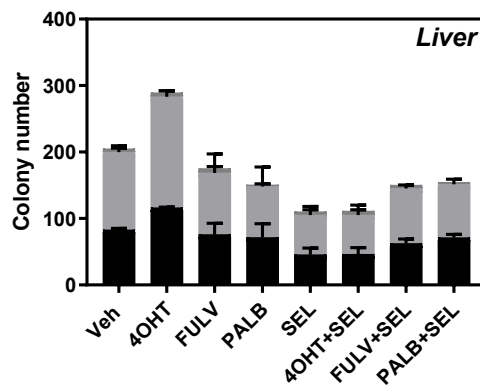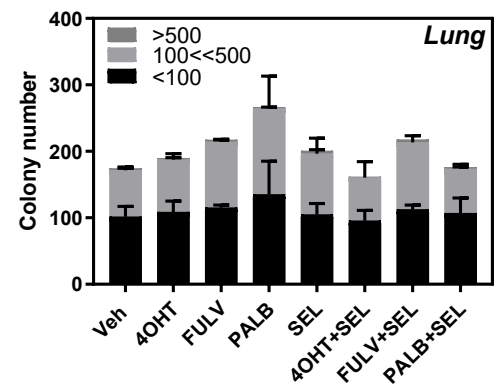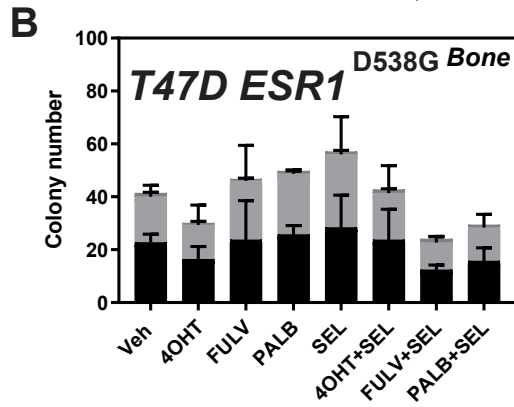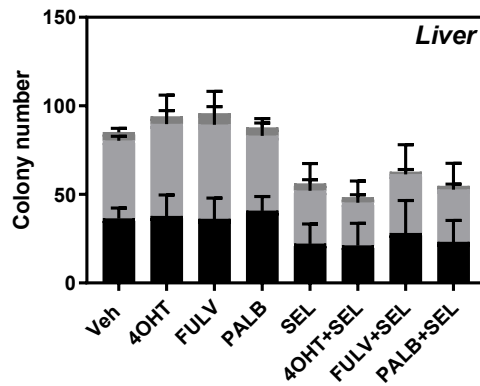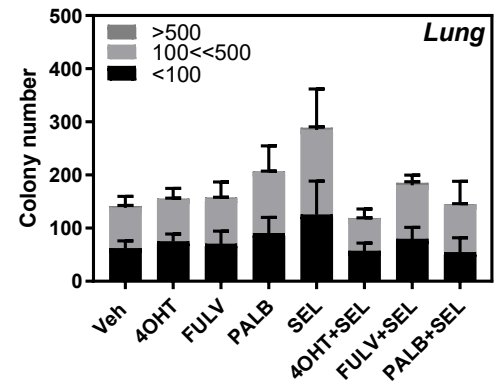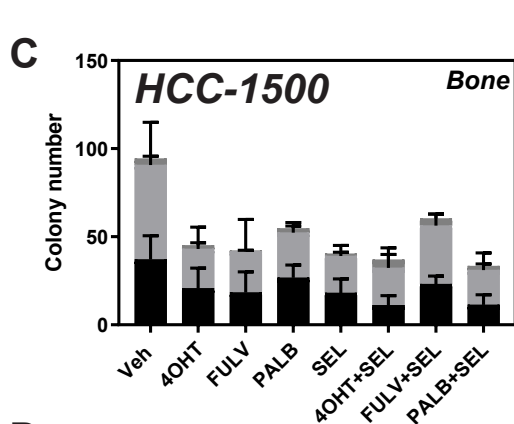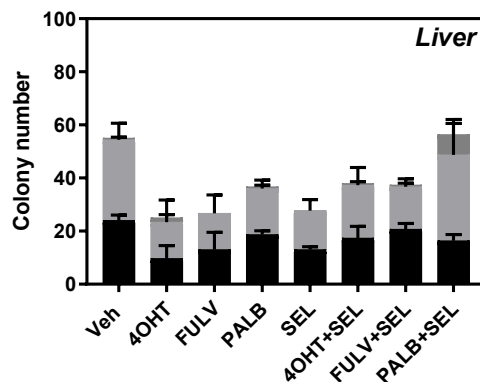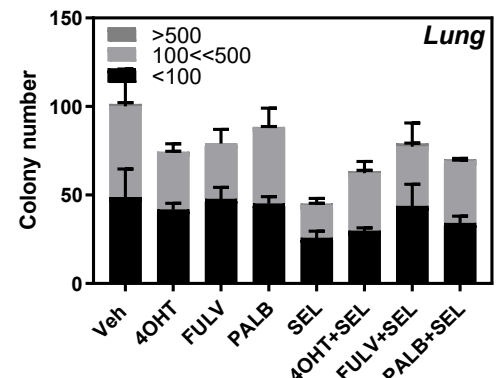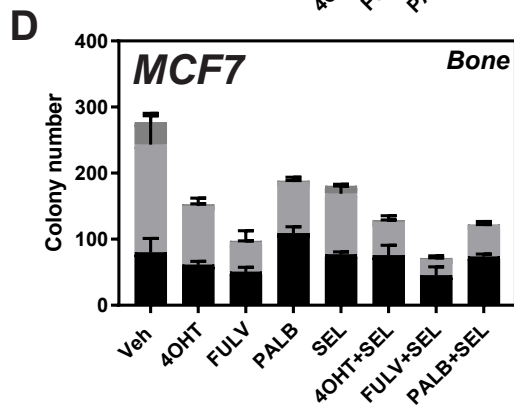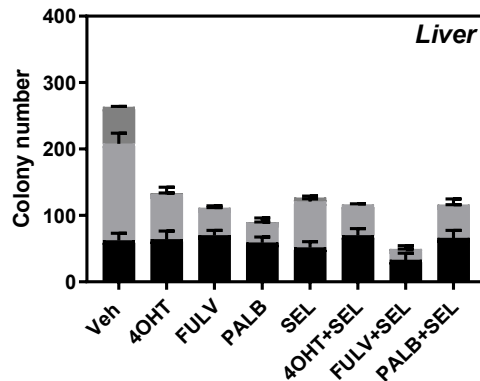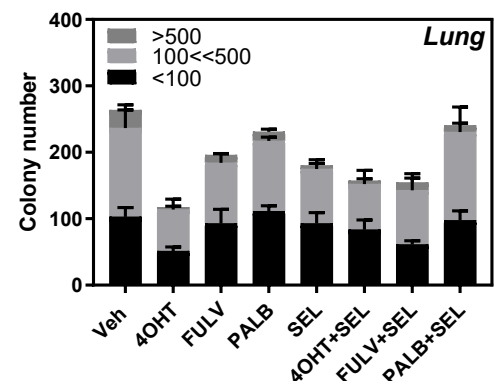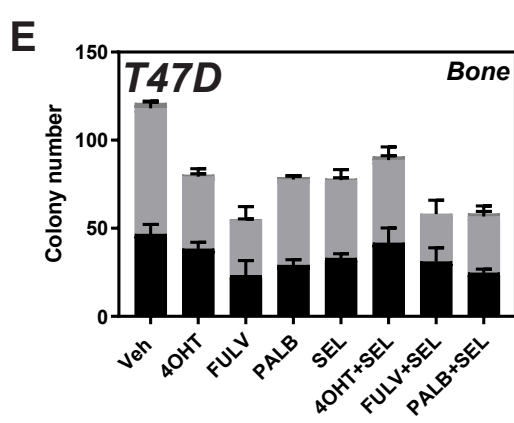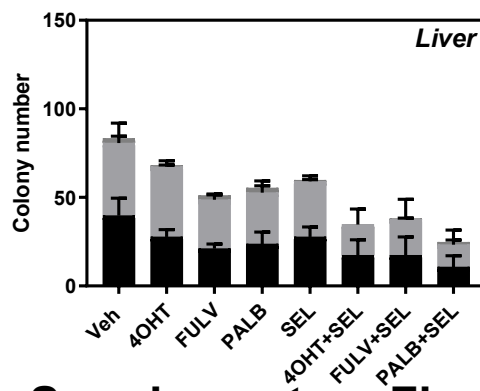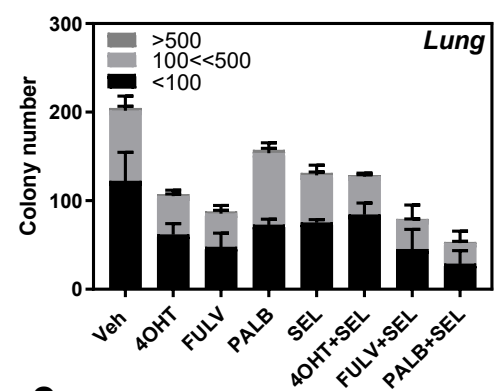

Supplementary Figure 3

A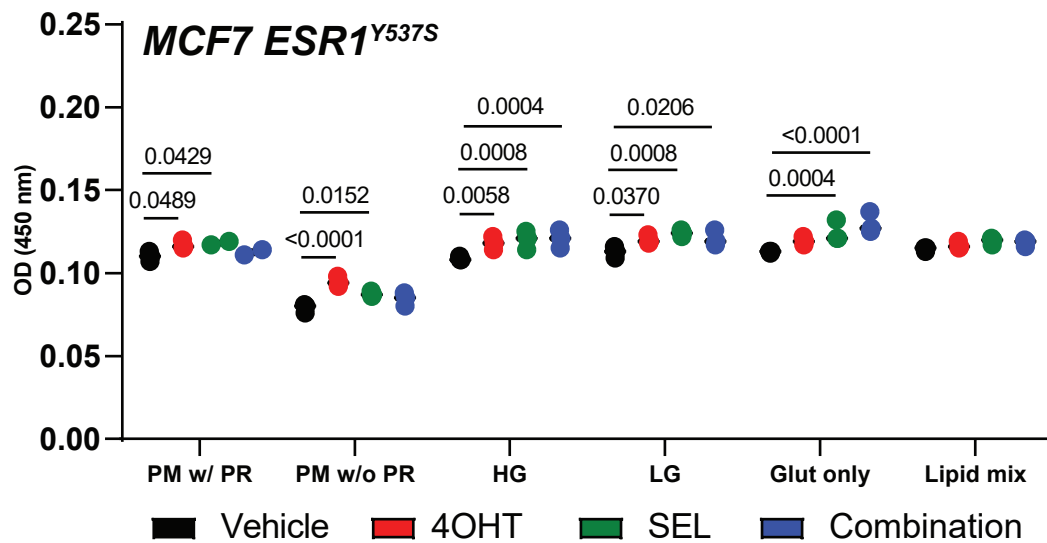**B**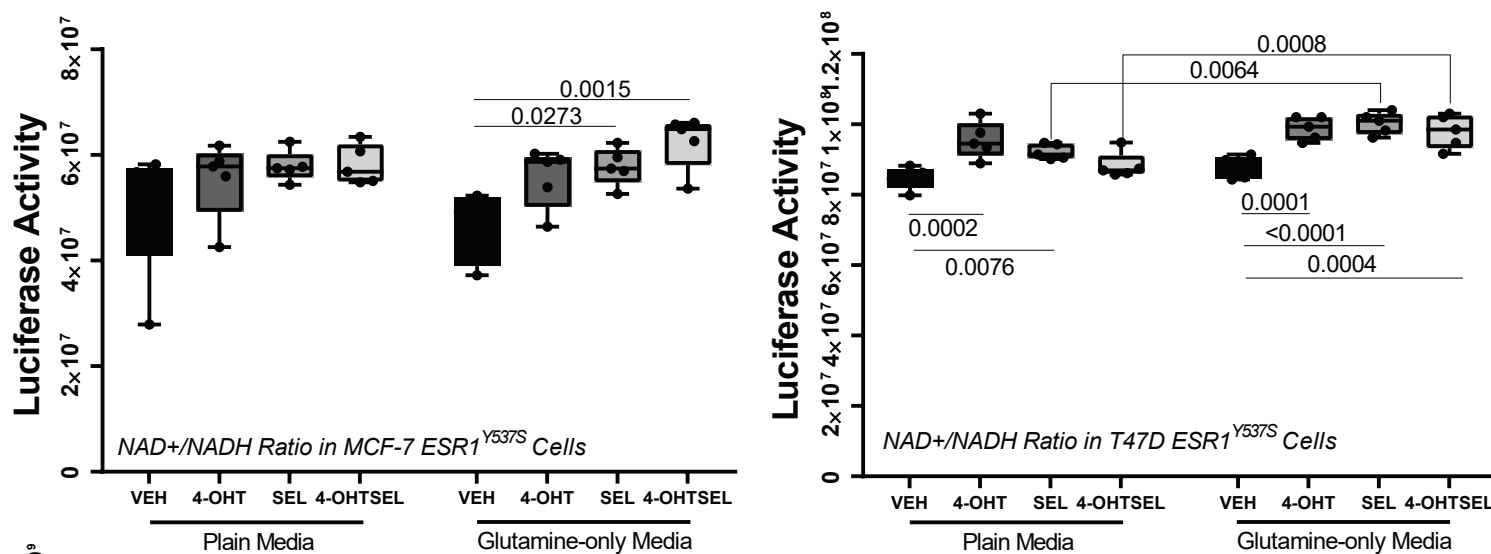**C**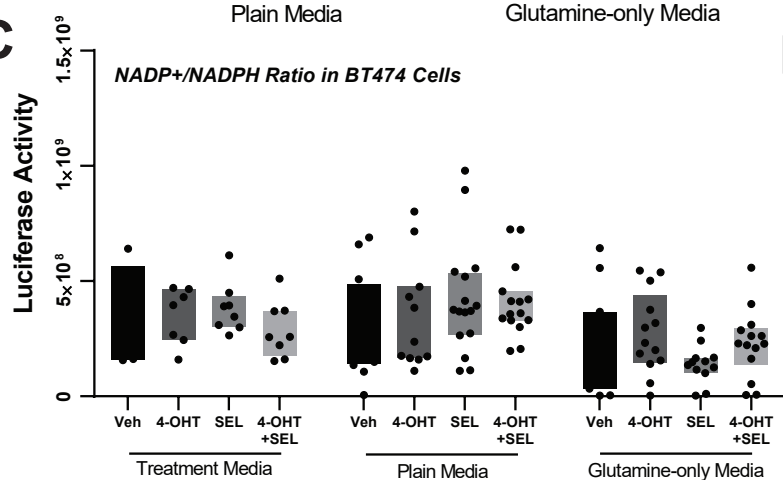**D**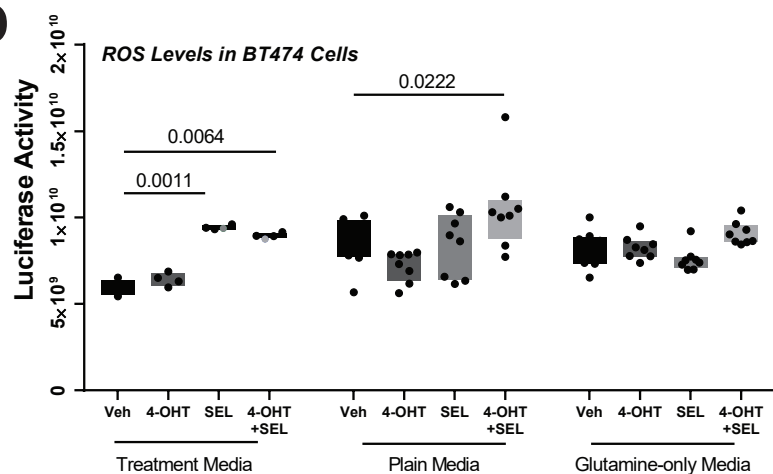**E**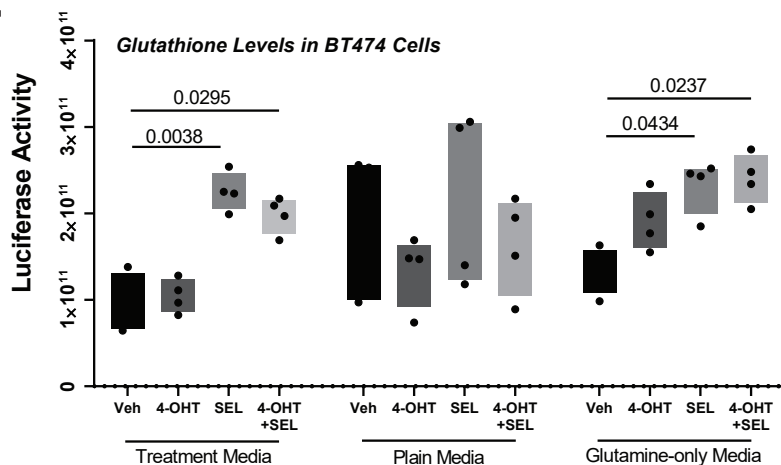**Supplementary Figure 4**

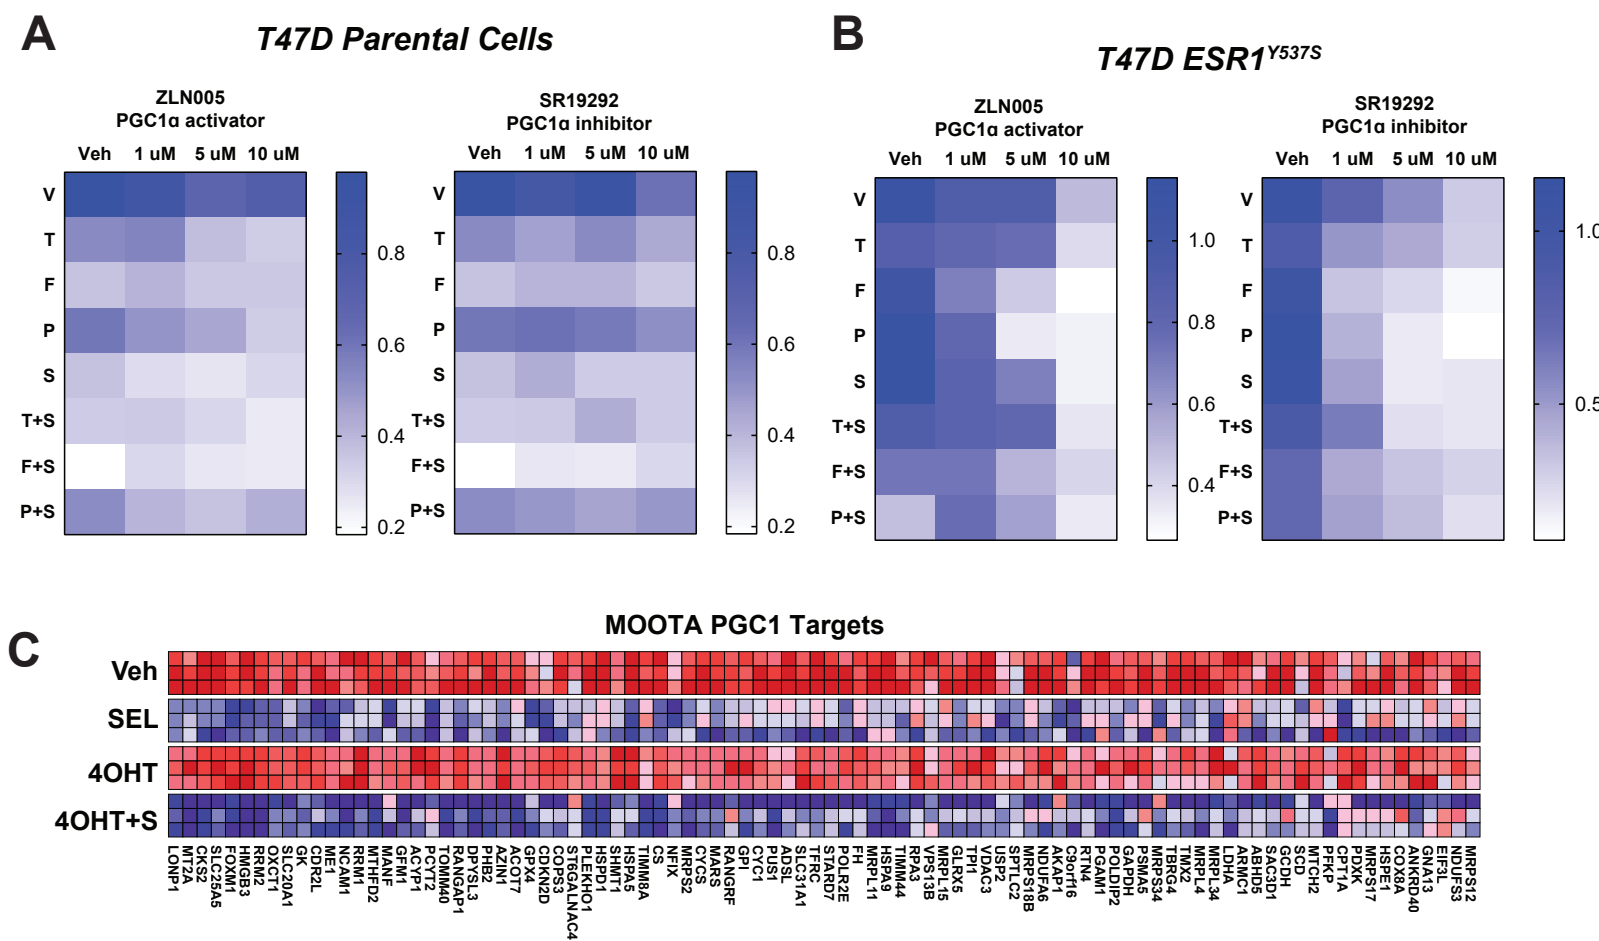

Supplementary Figure 5

Supplementary Figure 1. Isobologram analysis of 4-OHT, Fulv or Palb and SEL combinations in various cell lines

Supplementary Figure 2. Dose-response of 4-OHT, Fulv or Palb with or without SEL

Supplementary Figure 3. Colony formation assay for T47D-*ESR1*^{Y537S}, T47D-*ESR1D*^{538G}, HCC1500, MCF7 or T47D cells.

Supplementary Figure 4. A. Cell viability assay showing the effect of glutamine addition to the minimal media. MCF7-*ESR1*^{Y537S} cells were cultured at a density of 2×10^3 cells/well in a 96-well plate and treated with 1 μ M 4-OHT alone and in combination with 100 nM SEL in different minimal media conditions. **B.** NAD⁺/NADH assay in MCF7-*ESR1*^{Y537S}, MCF7-*ESR1D*^{538G}. NADP⁺/NADPH ratios **C.**, reactive oxygen species (ROS) **D.** and Glutathione levels **E.** were quantified by using different luminescence-base assays. For each test kit, BT474 cells were seeded at a density of 2×10^3 in 96-well plates and treated with 1 μ M 4-OHT in combination with 100 nM SEL. Experimental statistics were analyzed by using GraphPad® Prism8 software. A two-way analysis of variance (ANOVA) model was used for statistical significance of treatment and values were presented as mean $\pm$ SEM from three independent experimental repeats. Significances were compared according to first measurement values for each treatment condition.

Supplementary Figure 5. Cell viability assays for T47D (A.) and T47D-*ESR1*^{Y537S} cells B. that were treated with 4-OHT or SEL combinations in the presence of ZLN005 or SR19292. **C.** MOOTHA PGC1 targets gene expression data from RNA-Seq experiment.

How the deposited data were processed for this re-analysis (not part of the article)

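RNA-seq libraries were made by the authors from cells labelled MCF7-ESR1 Y537S (the paper's methods name BT474 cells) under 8 conditions, with 3 libraries per condition and 24 libraries in all: Veh, 4-OHT, Fulv, Palb and SEL, and SEL with each of 4-OHT, Fulv and Palb. The labels describe a stranded poly(A) library kit and single-end reads.

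The deposited counts were made by the authors, per the file headers and the submitters' notes, by trimming reads with Trimmomatic 0.36, aligning them with STAR 2.5.3 to GRCh37 and counting them per Ensembl gene with featureCounts 1.6.3 (the notes name Subread 1.5.2). The paper's methods name other versions of Trimmomatic and STAR. Exons were summed per gene on the reverse strand, and reads mapping to several places or overlapping several genes were not counted. The values are raw counts, without normalization. The authors also deposited a table of RPKM values, which they made from the counts for 12690 genes and 24 libraries. It was checked against the counts and was not used for tests.

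Counts of 63677 genes were read, 33249 of which had any count. Genes were kept by filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 16283. Libraries were scaled by TMM, with factors from 0.885 to 1.06, and CPM are counts per scaled library size. A quasi-likelihood model with 1 term per condition was fitted in edgeR to all 24 libraries (common dispersion 0.0111), and p-values were adjusted by Benjamini and Hochberg within each of 14 comparisons, which were 11 between groups and 3 interactions of SEL with a partner drug. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. Total counts ranged from 14859970 to 25985933 per library (median 18141615). The procedure was tested on simulated data with 200 changed genes, in which no library stood apart from the others of its group. For SEL against Veh it called 93% of genes changed by 1 on the log2 scale, 100% of genes changed by 2, and 5 unchanged genes. For the interaction of 4-OHT and SEL it called 83% and 100%, and 11 unchanged genes.

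Gene lists were tested with cameraPR of limma 3.58.1 on the edgeR statistics with a preset correlation of 0.01, adjusted over 19 lists within each comparison. The lists were written from textbook knowledge, with 501 of 503 members found. They cover the estrogen response, E2F and the cell cycle, p53 targets, nuclear transport, the amino acid deprivation response, glutamine, glutamate and aspartate metabolism, pyruvate and the TCA cycle, oxidative phosphorylation, PGC1α targets, glycolysis, invasion and mesenchymal genes, epithelial genes, a breast cancer poor prognosis signature, cholesterol synthesis, the unfolded protein response, the interferon response, NF-kB targets, stromal and immune cell markers, and the ERBB2 amplicon. Counts of members adjusted over the list alone use the p-values of that list's members only. The paper's gene sets were not used here, and its gene set enrichment was not repeated.

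Genes named in the text were chosen by a rule. It takes, per comparison, the 10 largest increases and the 10 largest decreases among called genes with a mean of at least 5 CPM in a group and no overlap between the libraries of the groups, the genes the paper names for its RNA-seq data, and for each list described up to 4 called members with the largest change and the uncalled member with the highest CPM. A few genes outside the rule are named with a statement that they were picked after their values were seen.

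PPARGC1A was tested in edgeR, by exact permutation tests of 3 libraries against 3 (smallest two-sided p 0.1), and by a permutation within the 4 partner backgrounds with 100000 resamples and a pseudocount of 0.1. Confidence intervals of its summed counts hold counting error only. Principal components were computed from log2 CPM (prior count 2) of the tested genes, centered and scaled.

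The alternatives were DESeq2 1.42.0 with its size factors, RLE factors, limma-voom, no filter on low counts, the replicate number as a block, only the compared groups in the fit, no fold-change threshold, a correlation estimated from each list, and each library left out in turn. For the principal components they were genes called against Veh, values not scaled, RLE factors and no filter, and for the permutation within backgrounds pseudocounts of 0.05 and 0.5 and no TMM. After the data were seen, a fit without the 6 libraries whose mitochondrially encoded share exceeded 10% and a fit with these libraries as a covariate were added. Figures and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Clustering of genes, the hydrogel experiments and assays other than RNA-seq were not analysed here.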

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

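The tests on the 6 libraries, on the poor prognosis genes by role and on the fits without those libraries were chosen only after the results were seen; the splits of the samples and the test of gene length were not.

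The effect of SEL with a partner drug differed from its effect without one, by the interaction term in edgeR, for 533 genes with 4-OHT, 926 with Fulv and 2756 with Palb. The partner drugs were not tested against each other. With 4-OHT, the median interaction was −0.92 for E2F and cell cycle genes, −0.44 for the poor prognosis genes, −0.36 for the estrogen response, 0.20 for epithelial genes and 0.13 for the unfolded protein response. With Fulv it was −0.79 for E2F and cell cycle genes, −0.58 for the estrogen response and 0.36 for the unfolded protein response. With Palb it was −0.67 for the estrogen response, 0.74 for the amino acid deprivation response and −0.70 for the interferon response, and PPARGC1A had an interaction of −1.84, a call lost without Palb+SEL replicate 1 (−1.59), SEL replicate 1 (−1.82), Veh replicate 2 (−1.78) or Veh replicate 3 (−1.81).

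Lists outside those the paper discusses differed from Veh. With 4-OHT the estrogen response had a median log2 fold change of −1.20, epithelial genes 0.16 and the ERBB2 amplicon 0.25. With Fulv the estrogen response had −1.41. With Palb the estrogen response had 0.74, E2F and cell cycle genes −1.88 and the interferon response 0.74. With SEL the estrogen response had 0.58, E2F and cell cycle genes −1.95, p53 targets 1.66, nuclear transport −0.50, the unfolded protein response −0.48 and NF-kB targets 0.72. Lists were named here only if the adjusted p of the list test was under 0.05 with a preset and with an estimated correlation. That they pass both is therefore no separate test. Other lists passed with the preset correlation only. Among them were nuclear transport with Fulv (adjusted p = 4.89e-07, cameraPR; adjusted p = 0.0618 with an estimated correlation) and cholesterol synthesis with SEL (0.000212; 0.245 with an estimated correlation).

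For each of the 11 comparisons of 3 libraries with 3, only 1 of 10 splits, the real one, reached the real count, and 10 splits are too few for a share under 0.05. In fits of the compared groups alone, the real counts were 953 (4-OHT), 2549 (Fulv), 3405 (Palb) and 4317 (SEL) against Veh, 6682, 6626 and 5186 for SEL with 4-OHT, Fulv and Palb against Veh, 4814, 3862 and 2654 for these against the partner drug, and 2248 for 4-OHT+SEL against SEL, with 0 genes in the highest other split of each. For the interactions, 5 of 60 drawn splits reached the real count with 4-OHT (472, highest other 8328) and 3 of 60 with Fulv (805, highest other 2590), and 2 of 60 with Palb (2571, highest other 6415). Each other split that reached the real count keeps or exchanges the SEL labels as a whole in a background, so that it carries the effect of SEL itself, and these splits neither exclude chance nor show it. For the list medians, 5 of 37 pairs of a list and a comparison had another of 10 splits at least as far from 0 (for oxidative phosphorylation and for PGC1α targets with 4-OHT+SEL against SEL 7 of 10), and 10 splits are again too few.

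The first pattern weighed is that 6 libraries, with 12.5% to 17.0% of counts in mitochondrially encoded genes, stood apart from the other 18. Treatment alone does not separate them, since 4 groups held libraries of both kinds. That was known when the pattern was named, so it is not a separate test. Library size is argued against, with 0 of the 6 outside the range of totals of the others, as is gene length, with a Spearman rho of 0.0653. A gain of single-exon genes as a class is argued against by a mean difference of −0.11 log2 from genes with 5 or more exons. That mean cannot decide on single pseudogenes. Among the largest changes in the 6 libraries, the pseudogenes RAC1P2 (3.03 log2) and UBE2SP1 (1.84) were higher and RCN1P2 (−1.66) and PPIAP22 (−1.64) lower. Reads shared with pseudogenes or paralogs remain open as a candidate explanation for part of this pattern, since 7.79% of genes with a named pseudogene copy differed and 4.92% of those without, a ratio of 1.58. A difference in RNA handling or library batch may also exist, but the labels give no batch and none was tested.

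The second pattern is that the poor prognosis list was lower when SEL was added to each partner drug. The 6 libraries are argued against as its cause, since the largest adjusted p without them was 1.51e-12 (with 1 library left in Fulv and in Palb+SEL, assumed to vary like the others), and so is gene length, since the median nearest 0 was −1.32 after a trend in length was taken out. Whether members with a role in cell division or nucleotide synthesis carry it alone cannot be told apart from a smaller change that the other members share. Of those 14 members 13 were called lower with each of 4-OHT, Fulv and Palb (medians −2.67, −2.40 and −2.50), and of the 9 others 4, 2 and 1 were called lower and, with 4-OHT, 1 higher (medians −0.66, −0.36 and −0.36). These calls go against an equal change of the whole list, most clearly with Palb, while the medians of the 9 others, all below 0, keep a smaller change of them open. A halt of cell division may explain the change, as a hypothesis only.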

How the results depend on the processing

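The fits without the 6 libraries with a high mitochondrial share and with them as a covariate were chosen after seeing the data; the other alternatives were set beforehand. RLE factors and limma-voom changed no call of a list or of PPARGC1A and moved no count of genes by over 1.5 times (56 and 55 results), a fit of only the compared groups, not used for lists, moved none of 13 counts of genes by over 1.5 times, DESeq2 left 50, no filter 48, and an estimated correlation 30 lists on the same side. The largest shift of the median of all genes by another scaling was 0.0146 log2. The replicate block changed no call of a list or of PPARGC1A and gave 0.865 to 0.997 times the unblocked counts, while single genes changed calls (of 4477 for SEL against Veh 4406 were among the 4425 called with it, and of 926 for the Fulv interaction 794 among 801). Libraries with the same replicate number did not resemble each other across groups (mean correlation −0.0156 over 84 pairs, against 0.00735 over 168 other pairs), so the fits were not paired.

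Without a fold-change threshold more genes pass by construction: 2232 (4-OHT), 5985 (Fulv), 6673 (Palb) and 8036 (SEL) against Veh, 10171, 9982 and 8804 for SEL with 4-OHT, Fulv and Palb against Veh, 8358, 7341 and 5741 for these against the partner drug, and 4419 for the Palb interaction. For the values that follow, the cause was not tested. Without a filter the Fulv interaction had 1721 genes, the invasion list reached 0.18 (Fulv+SEL against Veh, adjusted p = 0.0308, cameraPR) and 0.27 (against Fulv, 0.0231), the epithelial list 0.30 (Fulv+SEL against Fulv, 0.0175), PGC1α targets −0.24 (4-OHT+SEL against Veh, 0.00545) and −0.18 (against 4-OHT, 0.0140), and oxidative phosphorylation −0.24 (4-OHT+SEL against 4-OHT, 0.0109). With an estimated correlation these lists no longer passed: invasion 0.57 (4-OHT+SEL against Veh, 0.0751), epithelial 0.18 (Palb+SEL against Veh, 0.0865), pyruvate and TCA −0.11 (SEL against Veh, 0.0857), oxidative phosphorylation −0.23 (SEL, 0.498), −0.12 (4-OHT, 0.748) and −0.32 (4-OHT+SEL, 0.440) against Veh, and PGC1α targets −0.24 (SEL against Veh, 0.245). Nor did these with DESeq2: invasion 0.56 (4-OHT+SEL against Veh, 0.0824), pyruvate and TCA −0.12 (SEL against Veh, 0.0752), oxidative phosphorylation −0.24 (SEL, 0.0653) and −0.33 (4-OHT+SEL, 0.102) against Veh, and PGC1α targets −0.24 (SEL against Veh, 0.0984).

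Without the 6 libraries, which leaves 1 library in Fulv and in Palb+SEL that is assumed to vary like the others, Fulv against Veh had 1356 genes and the Fulv interaction 432. The invasion list was 0.33 (0.0387) and the epithelial list 0.24 (0.00810) with Fulv+SEL against Fulv, PGC1α targets −0.26 with 4-OHT+SEL against Veh (0.0343) and reversed to 0.0050 against SEL (0.595), and PPARGC1A was 1.48 with Fulv+SEL against Fulv (0.184) and reversed to −0.38 with Palb+SEL against Palb (0.598). With the 6 libraries as a covariate the Fulv interaction had 540 genes, the invasion and epithelial lists were 0.49 (0.0270) and 0.25 (0.0102) with Fulv+SEL against Fulv, PGC1α targets −0.26 (0.0292) against Veh and −0.14 (0.0488) against 4-OHT with 4-OHT+SEL, and PPARGC1A reversed to −0.0075 with Palb+SEL against Palb (0.989). Components 1 to 3 held 72.9% over genes called against Veh, 73.4% unscaled, 41.2% without a filter and 67.6% without the 6 libraries.

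With 1 library left out, the Fulv interaction had 541 to 2473 genes (moved without Fulv replicate 1 with 541, Fulv replicate 2 with 556, Fulv replicate 3 with 2473, SEL replicate 3 with 559 and Veh replicate 3 with 583). The invasion list with 4-OHT+SEL against Veh had 0.31 to 0.84 (lost without 4-OHT+SEL replicate 1, 0.52; Veh replicate 1, 0.42; Veh replicate 2, 0.31). The epithelial list had 0.16 to 0.25 with Palb+SEL against Veh (lost without Palb+SEL replicate 2 or Veh replicate 1, 0.21 each) and 0.28 to 0.34 with Fulv+SEL against Fulv (gained without Fulv+SEL replicate 3, 0.30). Oxidative phosphorylation had −0.29 to −0.19 with SEL (lost without SEL replicate 3, −0.19), −0.17 to −0.090 with 4-OHT (lost without 4-OHT replicate 3, adjusted p = 0.136) and −0.40 to −0.21 with 4-OHT+SEL against Veh (lost without 4-OHT+SEL replicate 1, −0.21), −0.28 to −0.090 against 4-OHT (gained without 4-OHT replicate 3, −0.21, or 4-OHT+SEL replicate 2, −0.28) and −0.18 to 0.017 against SEL (reversed without 4-OHT+SEL replicate 1). PGC1α targets had −0.27 to −0.19 with SEL against Veh (lost without SEL replicate 3, −0.21) and −0.055 to 0.0095 with 4-OHT+SEL against SEL (reversed without 4-OHT+SEL replicate 1). PPARGC1A had 1.24 to 2.34 with 4-OHT+SEL against 4-OHT (lost without 4-OHT replicate 1, 1.24) and −0.056 to 0.51 with Palb+SEL against Palb (reversed without Palb+SEL replicate 2). Components 1 to 3 held 65.0% to 66.8%. Of the genes named, 2 that were not called reversed: MDH1 with SEL against Veh (0.13 without the 6 libraries and 0.13 with the covariate, and −0.27 to 0.15 with 1 library left out, reversed without SEL replicate 3) and LPCAT1 with 4-OHT+SEL against 4-OHT (−0.016 without a filter, and −0.0045 to 0.051 with 1 library left out, reversed without 4-OHT replicate 2). Depth limits genes such as PPARGC1A, with 7 reads in all 3 Veh libraries together.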

Differences from the paper's values

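The settings without the 6 libraries with a high mitochondrial share and with them as a covariate were chosen after seeing the values. The paper's principal component analysis used about 7000 genes (the paper's number), and the one here used 16283. Of the alternatives set before the data were examined, the genes called against Veh number 9279, which is within 1.5 times the paper's number, while values not scaled (16283 genes), RLE factors (16283) and no filter (33249) are not. Components 1 to 3 held 72.9% over those 9279 genes and 65.5% over the 16283, where the paper gives about 65%.

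The paper states that adding SEL lowered genes associated with metastasis for all partner drugs. The poor prognosis list here went that way, with medians of −1.66, −1.31 and −1.32 against 4-OHT, Fulv and Palb. The list of invasion and mesenchymal genes went up against 4-OHT (median 0.46, adjusted p = 0.00677, cameraPR) and Palb (0.40, 0.00751). Against Fulv it did not pass (median 0.28, adjusted p = 0.121, cameraPR). Against Veh, the comparison in the paper's methods, its medians were 0.57, 0.17 and 0.64 for SEL with 4-OHT, Fulv and Palb. Their adjusted p-values were 0.0473, 0.167 and 0.0203 (cameraPR), and 0.0751, 0.254 and 0.0491 with an estimated correlation. The genes in these lists are not the paper's gene sets.

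A legend of the paper describes activation of amino acid deprivation genes, while its text speaks of their regulation by SEL, without a direction. The list of the amino acid deprivation response here is not the paper's gene set. This list fell with SEL against Veh, with a median of −0.61 (adjusted p = 3.24e-08, cameraPR). It fell in the fits with DESeq2, RLE factors, limma-voom, no filter and each library left out too. Its median interaction was 0.13 with 4-OHT (adjusted p = 0.0256, cameraPR; adjusted p = 0.567 with an estimated correlation), 0.25 with Fulv (3.34e-05; 0.12 with an estimated correlation) and 0.74 with Palb (3.10e-10; 0.0152 with an estimated correlation).

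The paper states that PPARGC1A rose with SEL alone or with the other agents. It rose here in SEL against Veh (2.10), and when SEL was added to 4-OHT (1.79) and to Fulv (2.32), but with Palb+SEL against Palb the log2 fold change was 0.26 (adjusted p = 0.553, edgeR), and no setting that was run made it pass. Against Veh, the comparison in the paper's methods, it rose with Palb+SEL (3.08, adjusted p = 7.42e-06, edgeR), as with Palb alone (2.82), and with 4-OHT+SEL (1.66, adjusted p = 0.0115, edgeR), and did not pass with Fulv+SEL (1.04, adjusted p = 0.123, edgeR).

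The paper states that 4-OHT with SEL lowered targets of PGC1α. The list here, which is not the paper's gene set, had a median of −0.24 against Veh (adjusted p = 0.0894, cameraPR), the same direction without passing. With an estimated correlation the list had an adjusted p of 0.305 against Veh and of 0.415 against 4-OHT (cameraPR). It passed with no filter (0.00545), and, in settings chosen after seeing the values, without the 6 libraries (0.0343) and with them as a covariate (0.0292), and against 4-OHT with no filter (0.0140) and with the covariate (0.0488).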

Other observations

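The tests on PGC1α targets were chosen only after the result was seen.

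SEL alone moved further groups of genes. Of 29 genes of nuclear transport 12 fell and none rose (median −0.50, adjusted p = 3.24e-08, cameraPR), among them KPNA2, an importin, with 145 ± 12.8 CPM (SD, n = 3) against 613 ± 19.0 CPM, a log2 fold change of −2.08 (standard error 0.123). This list was also lower with 4-OHT, Fulv and Palb against Veh (medians −0.19, −0.31 and −0.35). Their adjusted p-values were 4.78e-06, 4.89e-07 and 2.07e-07 (cameraPR), and 0.0955, 0.0618 and 0.0566 with an estimated correlation. Of 24 genes of cholesterol synthesis 9 fell and 2 rose (median −0.43, adjusted p = 0.000212; adjusted p = 0.245 with an estimated correlation), among them SQLE, an oxidase of the sterol pathway, with a log2 fold change of −0.91 (standard error 0.101). Of 14 NF-kB targets 8 rose and none fell (median 0.72, adjusted p = 0.000137), among them BIRC3, an inhibitor of apoptosis (log2 fold change 1.56). Of 16 genes of the unfolded protein response 5 fell and 1 rose (median −0.48, adjusted p = 0.00171), among them CRELD2, an endoplasmic reticulum protein (log2 fold change −1.26). Counts were the same when adjusted over each list alone. Interferon response genes (median 0.27, adjusted p = 0.152), stromal and immune cell markers (0.25, 0.604) and the ERBB2 amplicon (median −0.07 but mean 0.14, adjusted p = 0.639) did not pass.

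Estrogen response genes went both ways among the drugs given alone. Of 32 members, 24 fell with 4-OHT (median −1.20) and 30 fell with Fulv (median −1.41), none rising, while 16 rose and 4 fell with SEL (median 0.58) and 18 rose and 2 fell with Palb (median 0.74). PDZK1, an epithelial scaffold protein, had log2 fold changes of −4.53, −5.31, 1.32 and 2.05 in this order. With Palb, 15 of 22 interferon response genes rose and 1 fell (median 0.74, adjusted p = 2.07e-07, cameraPR), among them OAS1 (log2 fold change 2.08, standard error 0.175).

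The third pattern weighed is that PGC1α targets had a lower median with 4-OHT+SEL than with Veh, though the list did not pass its test (−0.24, adjusted p = 0.0894, cameraPR). The 6 libraries are argued against as its cause by a median of −0.26 without them. The median was also −0.26 after the median of all tested genes (0.0218) was taken off. This cannot decide on a shift of all genes, because TMM scaling holds the median of all genes near 0 beforehand. SEL without 4-OHT is a candidate explanation, since the median with SEL alone was 0.977 times that of the combination. Other explanations were not tested.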
